# Blockade of Interleukin-6 Trans-signaling in the Presence of Certain Gut Microbiota Induces Mature-onset Obesity in Mice

**DOI:** 10.1016/j.gastha.2025.100819

**Published:** 2025-09-29

**Authors:** Tali Lanton, Dana Eidelshtein, Jacob Rachmilewitz, Rinat Abramovitch, Orit Pappo, Shiran Udi, Saja Baraghithy, Joseph Tam, Sharon Perles, Evan Williams, Sharona Elgavish, Shmuel Ruppo, Hadar Benyamini, Uria Mor, Eran Elinav, Dirk Schmidt-Arras, Ateequr Rehman, Philip Rosenstiel, Anastasios Giannou, Samuel Huber, Stefan Rose-John, Eithan Galun, Jonathan H. Axelrod

**Keywords:** Interleukin-6, Sgp130, Obesity, Hepatic steatosis, Metabolic Syndrome

## Abstract

**Background and Aims:**

Interleukin-6 (IL-6) performs multiple roles in regulating metabolic pathways in both mice and man. Here, we examined the age-dependent metabolic phenotype of SGP mice—mice overexpressing sgp130, a factor that specifically blocks IL-6 trans-signaling—that were housed in distant vivaria.

**Methods:**

Transgenic SGP mice engineered to block IL-6 trans-signaling and wild-type littermates were raised in a Jerusalem animal facility to up to 14 months of age and assessed for weight gain, body composition, and metabolic determinants of energy expenditure in young *versus* aged mice. Proteomic and RNA-seq analyses were performed on liver samples as a function of age and genotype.

**Results:**

At ∼6 months of age, weight gain, body fat accumulation, hepatosteatosis, hyperglycemia, and macrophage recruitment to adipose tissue emerged and progressed with age in SGP mice maintained in the Jerusalem animal facility, but not in 3 other vivaria. IL-6/sIL-6R blockade strongly reduced signal transducer and activator of transcription 3 phosphorylation in the liver, and hepatocyte-targeted ablation of signal transducer and activator of transcription 3 recapitulated the IL-6 trans-signaling blockade phenotype. Multiomics analyses of mouse livers revealed age- and genotype-related changes in gene expression profiles attributable to bacterial byproducts. Depletion of the gut microbiota by antibiotic treatment from the age of 6 months reversed the obese phenotype in transgenic mice, confirming the crucial role of the microbiome in the phenotype. Accordingly, the microbiome of mice from the Jerusalem animal facility differed significantly from that of mice from animal facilities in Kiel and Hamburg, Germany, where the same mice did not develop a metabolic phenotype.

**Conclusion:**

These findings reveal the crucial functions of IL-6 trans-signaling in preventing mature-onset body fat accumulation induced by certain intestinal microbiota.

## Introduction

Accumulating evidence indicates that interleukin-6 (IL-6) plays numerous roles in the maintenance of metabolic homeostasis. For example, selective disruption of IL-6 signaling in the mouse liver by targeted ablation of the IL-6 receptor (IL-6R) in hepatocytes increases inflammation and reduces insulin sensitivity.^1^ Similarly, circulating IL-6, which can increase up to 100-fold following physical exercise,^2^ enhances insulin-stimulated glucose disposal and increases insulin sensitivity in peripheral tissues.^3^ In the central nervous system, IL-6-dependent pathways that affect body weight control are exerted in the lateral parabrachial nucleus^4^ and hypothalamus, where they contribute to reduce feeding and maintain peripheral glucose tolerance, especially in the face of leptin and insulin resistance in obesity.^5^, ^6^, ^7^, ^8^ Importantly, IL-6 *knockout* mice have been reported to develop mature-onset obesity, characterized by increased adiposity and hepatic steatosis accompanied by hyperglycemia, hyperinsulinemia, and systemic insulin resistance;^9^^,^^10^ although, one study could not confirm this phenotype despite using genetically identical mice.^11^ Cabonaro *et. al*. reported that functional IL-6-IL-6R-gp130 signaling is required to protect human hepatocytes against excessive lipid droplet accumulation in a humanized murine liver model.^12^ In addition, the long-term blockade of IL-6 signaling by ACTEMRA® (tocilizumab), a recombinant humanized anti-IL-6R antibody, is associated with body weight gain, increased serum lipid and cholesterol levels, and abolishment of exercise-induced reduction in visceral adipose tissue mass in some human patients.^13^^,^^14^ Thus, as noted by Janson and Palsdottir,^15^ IL-6 acts at both peripheral and central sites in the body, where it generally appears to promote metabolic homeostasis.

IL-6 signals via 2 membrane-bound coreceptors, a cognate α-receptor that binds IL-6 (IL-6R) and gp130, a β-receptor that binds the IL-6-IL-6R complex and initiates signal transduction. IL-6R is also notably expressed in a soluble form (sIL-6R), leading to multiple signaling configurations. In its *classical* signaling configuration, IL-6R, which is expressed in limited cell populations, combines with IL-6 to engage ubiquitously expressed gp130 and initiate downstream signaling cascades.^16^ However, sIL-6R, which is normally present in high serum concentrations, can also bind IL-6 and trigger gp130-mediated signaling in a mechanism called *trans-*signaling, including in cells that do not express IL-6R.^17^^,^^18^ Importantly, gp130 is also expressed in a truncated soluble form (sgp130) that is normally present at high levels in the serum, where it can bind and neutralize IL-6-sIL-6R complexes, but not either protein alone, thus acting as a specific antagonist of IL-6 trans-signaling.^19^^,^^20^ IL-6, which is found in the pg/ml range in the blood of unchallenged individuals, can increase several hundred- or thousand-fold during inflammation or infection. In this situation, IL-6 binds to sIL-6R, and the IL-6-sIL-6R complex is neutralized by sgp130. Therefore, sIL-6R and sgp130 act together as buffers for IL-6 in blood.^21^ Peripheral IL-6 trans-signaling blockade can be imposed experimentally by ectopic expression of an sgp130Fc protein, which has also been engineered into the transgenic mouse model—SGP mice—used in this study .^20^^,^^22^

Clinical evidence suggests that peripheral IL-6 trans-signaling may contribute to the maintenance of metabolic homeostasis. For example, elevated serum sgp130 levels have been found to be associated with obesity, diabetes, and insulin resistance in adult patients,^23^, ^24^, ^25^ but not in obese children or adolescents.^26^ Circulating sgp130 levels have also been found to be increased in people with steatotic liver disease and steatohepatitis (metabolic dysfunction–associated steatotic liver disease (MASLD)/metabolic dysfunction–associated steatohepatitis (MASH)), and further increased in diabetes concurrent with steatohepatitis, with clear correlations between HbA_1c_ and sgp130 levels in obesity.^27^ Elevated serum sgp130 levels have also been linked to diabetes and increased body mass index in older individuals who are at a high risk for coronary artery disease and carry the G148C gp130 polymorphism.^28^ This polymorphism has been shown to impair gp130 function,^29^ suggesting that reduced gp130 activity may also pose a potential predisposition to comorbidities of metabolic syndrome. By contrast, Kraakman *et. al.*^30^ reported that IL-6 trans-signaling blockade in young SGP mice did not significantly alter body mass, glucose tolerance, or energy expenditure in comparison with wild-type (WT) controls, and prevented high-fat diet-induced adipose tissue macrophage recruitment without exacerbating insulin resistance. Moreover, blocking IL-6 trans-signaling and alleviating ER stress in the MUP-uPA mouse model efficiently reversed MASH and reduced MASH-driven hepatocellular carcinoma.^31^ Thus, while classical IL-6 signaling appears to be closely linked to metabolic diseases and MASLD, the association between IL-6 trans-signaling and MASLD or MASH remains unclear, and the underlying mechanisms remain unknown. Together, these observations suggest that the inhibition of peripheral IL-6 trans-signaling may be crucial for metabolic homeostasis; however, aging and environmental factors may be critical in its presentation. To test this hypothesis and unfold its potential mechanism(s), we followed SGP mice and WT littermates in the Jerusalem animal facility from early to late ages, and characterized them for metabolic and inflammatory functions in comparison with identical genotypes in other vivaria.

## Materials and Methods

### Animal Care

Mice were maintained in an animal facility at a temperature of ∼23°C in a 12-hour light-dark cycle, under SPF conditions, and received sterile commercial rodent chow (Teklad Global 2918) and water *ad libitum*. Mice were housed in Tecniplast Conventional cages with Teklad Laboratory Grade Sani-Chips bedding (Cat. No. 7090) and enrichment tubes. Maintenance of mice and all experimental procedures were approved by and performed in accordance with the Institutional Animal Care and Use Committee-approved animal treatment protocols (license number OPRR-A01-5011). All animal related experiments adhere to standards articulated in the Animal Research: Reporting of In Vivo Experiments (https://arriveguidelines.org/) guidelines.^32^

### Genetic Mouse Models

*SGP*^+/+^ (C57BL/6N) mice^22^ were crossed with WT (C57BL/6J) mice purchased from Harlan Laboratories (Jerusalem, Israel) to generate heterozygous *SGP*^+/−^ mice that were crossed to generate both homozygous *SGP*^+/+^ mice and WT littermates. Floxed-STAT3 (Stat3^floxP^) (C57BL/6) mice^33^ (kindly provided by E. Razin, Hebrew University of Jerusalem, Israel) were crossed with Alb-Cre^+/+^ (C57BL/6) mice^34^ (kindly provided by D. Wallach, Weizmann Inst. of Science, Rehovot, Israel) to form Stat3^floxP/+^Alb-Cre^+/−^ mice, the offspring of which were then crossed to generate the Stat3^floxP^Alb-Cre (Stat3^ΔHep^) and Stat3^floxP^ strains. See Supplementary Information for further details on the generation and validation of genetic mouse models.

### Study Design

Male mice were used in all experimental groups and were housed in groups consisting of 2–3 mice per cage and fed standard mouse chow *ad libitum*. *Sgp130 mice* and WT littermates were raised to the age of 14 months. Upon sacrifice, liver and adipose tissue samples were removed, snap-frozen in liquid nitrogen for protein and RNA extraction, embedded in frozen tissue sections (OCT), or fixed in 4 percent formaldehyde, and paraffin-embedded for histological and immunostaining analyses. For antibiotic treatment, *SGP* and WT littermate mice raised to the age of 6 months were administered with drinking water containing neomycin (Invivogene), meropenem (Anfarm), and vancomycin (Mylan) at a final concentrations of 0.5 mg/ml (meropenem and vancomycin) or 1 mg/ml (neomycin) in tap water. The control group received tap water only. Antibiotic treatment or control tap water was refreshed twice a week for 3 months, starting at the age of 6 months. Blood sugar levels were measured using a glucometer (Accu-Chek) and test strips (Accu-Chek) at 8 months of age after 16 hours of overnight fasting.

See Supplementary Information for full details on the analyses by magnetic resonance imaging (MRI), metabolic cages, glucose and insulin tolerance testing, insulin secretion, insulin signaling, Western blot, histochemical and immunostaining, flow cytometry, RNA, qPCR, RNA-seq, Sequential Window Acquisition of all Theoretical Mass Spectra (SWATH-MS) proteomics, and taxonomic microbiota analysis.

### Statistical Analysis

Data were evaluated for significance using a 2-tailed Student's *t*-test or Mann–Whitney U test unless otherwise noted. *P* ≤ .05 was considered significant for all analyses. Calculations were performed using GraphPad Prism 6.02 software (GraphPad Software, Inc., San Diego, CA, USA).

## Results

### IL-6 Trans-signaling Blockade Induces Mature-onset Obesity on a Normal Chow Diet

At birth, SGP mice (Figure S1A) were indistinguishable from their WT littermates and remained so until approximately 5–6 months of age when body weights began to diverge, with SGP mice becoming visibly and significantly overweight from the age of 7–8 months (Figure 1A and B). Mature SGP mice fed a chow diet displayed increased body fat and decreased lean body mass relative to their WT littermates, as shown by MRI (Figure 1C and D), epididymal fat pad weights (Figure 1E and F), and echoMRI (Figures 1G and S1B). The body weight increase in the mice was largely due to fat accumulation, which, as measured by MRI analysis, increased by approximately 40 percent compared to that in WT mice at 14 months, with roughly equal distribution between subcutaneous and abdominal fat mass (Figure 1D). Metabolic cage analyses provided further insights into the metabolic phenotypes of SGP mice. At 4 months of age, despite similar body composition, SGP mice exhibited a significant increase in total energy expenditure (TEE) compared to WT littermates (Figures 1H and S1C and D). This increase in TEE was not driven by elevated food intake as no significant differences in caloric consumption were observed between the groups. Interestingly, elevated energy expenditure in SGP mice was coupled with increased physical activity, including higher levels of voluntary wheel running, suggesting that these mice were more metabolically active and efficient in energy utilization at an early age. However, this increase in energy expenditure was not sustained. By 13 months of age, the increase in TEE observed at 4 months was diminished, with no significant differences between SGP and WT mice at this later stage. These findings highlight a distinct metabolic shift in SGP mice, which is initially characterized by enhanced energy expenditure and activity; these traits are progressively lost with age. This metabolic shift may contribute to the later onset of excessive fat accumulation and reduced lean mass in aged SGP mice.

**Figure 1:**
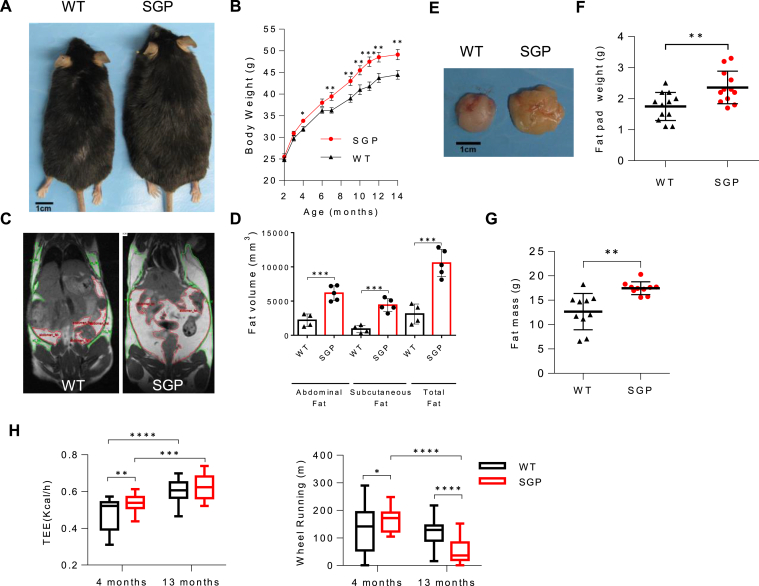
IL-6 trans-signaling blockade induces mature-onset obesity in mice on a normal chow diet. (A) Photograph showing representative male, SGP and WT mice at 14 months of age. (B) Body weight progression from 2 to 14 months of age in male SGP and WT mice (n = 22–25; total = 47). No mice were excluded. The primary observation was repeated in 4 independent experiments in male littermates, and once in both male and female nonlittermate mice. (C) Representative coronal MRI images of SGP and WT mice at 10 months. (D) Quantification of subcutaneous and abdominal fat tissue in mice from MRI images (n = 4–5) (E) Photographic image of representative gonadal fat pads, (F) Quantification of fat pad mass (right) at 14 months (n = 12). (G) Quantification of fat mass at 14 months by EchoMRI (n = 9–10). (H) Metabolic cage assessment of dark cycle TEE and voluntary physical activity (wheel running) at 4 and 13 months of age (n = 12). Data are presented as mean ± standard deviation (SD) (E-F) or mean ± standard error mean (SEM) (B). ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, and∗∗∗∗*P* < .0001, by 2-tailed Student’s t test (B, D, F, G) or by 2-way ANOVA (H). (See also Figures S1 and S2).

Adiposity in SGP mice appeared largely due to adipocyte hypertrophy marked by an increased mean adipocyte cross-sectional area in H&E-stained white adipose tissue biopsies that emerged concurrently with the onset of body weight divergence (Figures 2A and B, and S2). This is in contrast to that reported for young mice of identical genotypes maintained in an animal facility in Australia.^30^ Adipose tissue-associated macrophage recruitment within crown-like structures in adipose tissue, a characteristic of obesity,^35^ as determined by immunostaining and confirmed by flow cytometry analysis, was also increased in SGP mice compared to controls (Figure 2C–E). Together with their weight gain, SGP mice also displayed fasting hyperglycemia and glucose intolerance that worsened with age and both fasting and postprandial hyperinsulinemia and insulin resistance (Figure 3A–D). Western blot analysis showed a strong reduction in ribosomal protein S6 phosphorylation in peripheral tissues (liver, muscle, and adipose) in response to injected insulin, consistent with the presence of peripheral insulin resistance (Figure S3A–C). These changes were also accompanied by increases in fat oxidation and significantly reduced utilization of carbohydrate metabolism in older SGP mice, in line with their hyperglycemia and insulin resistance (Figure S3D).

**Figure 2:**
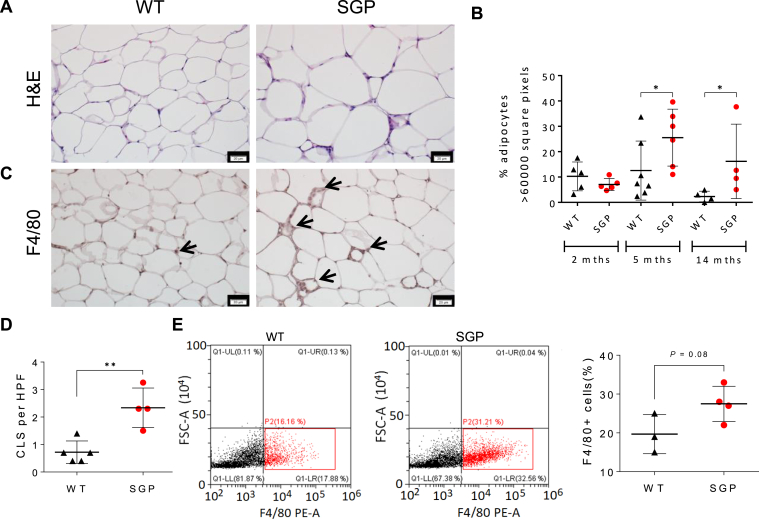
IL-6 trans-signaling blockade induces adipocyte hypertrophy and ATM recruitment. (A) H&E-stained adipose tissue sections from SGP mice and WT littermates at 14 months of age. Scale bars, 20 μm. (B) Quantification of adipocytes with a cell cross-sectional area >6000 square pixels using ImageJ (n = 4–7). (C) Photomicrograph of F4/80 immunostaining of adipose tissue thin sections showing ATMs (red) in CLS (arrows) at 14 months. Scale bars, 20 μm. (D) Quantification of F4/80+ CLS per HPF in adipose tissue thin sections (c) (n = 4). (E) Representative flow cytometry plots (left) and quantification (right) of F4/80-positive cells in the adipose tissue of 11-month-old mice (n = 3–4). F4/80+ cells were quantified in the bottom-right quadrant (gate P2) (red). Data are represented as mean ± SD. ∗*P* < .05, and ∗∗*P* < .01 by 2-tailed, Mann–Whitney test (B) or 2-tailed, Student’s t test (D, E). (See also Figure S2). ATM, adipose tissue-associated macrophage; CLS, crown-like structure; FSC-A, forward scatter area; H&E, hematoxylin and eosin; HPF, high-power field.

**Figure 3:**
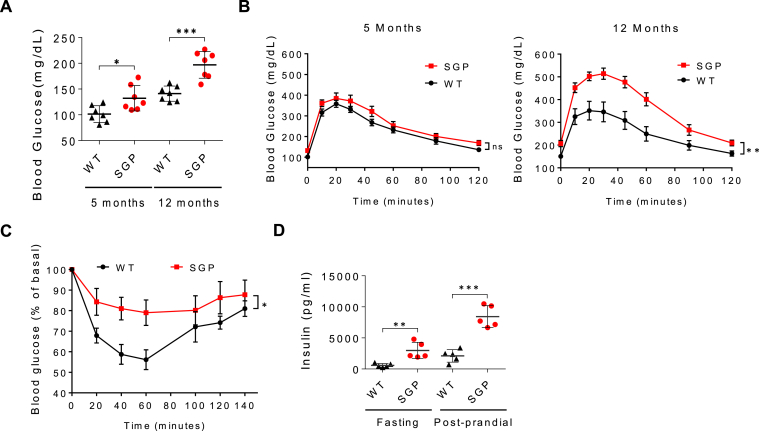
Inhibition of IL-6 trans-signaling induces glucose intolerance and peripheral insulin resistance. (A) Fasting glucose levels in SGP and WT littermates (n = 7). (B) Glucose levels before and after glucose challenge in SGP versus WT mice at 5 (left) and 12 (right) months of age (n = 7). (C) Blood glucose levels in fasting 12-month-old SGP and WT mice at indicated times following insulin injection (i.p.) (n = 7). (D) Fasting and postprandial serum insulin levels in SGP and WT littermates at 13 months of age (n = 5). Data are presented as mean ± SD (A, C, D–G) or mean ± SEM (B, C). ∗*P* < .05, ∗∗*P* < .01, and ∗∗∗*P* < .001 by 2-tailed Student’s *t* test. (B, C) ∗*P* < .05, ∗∗*P* < .01, for comparisons of area under the curve using 2-tailed Student’s *t* test. (See also Figure S3).

### The Liver is a Primary Target of IL-6 Trans-signaling in the Prevention of Fat Accumulation

Hepatic steatosis, as assessed by Oil red O staining in liver biopsies, began to emerge in SGP mice at the Jerusalem facility at 5 months of age, with frank steatosis involving strikingly larger fat vacuoles becoming evident at 14 months (Figures 4A and S4). Interestingly, this is different from previous observations in which treatment of MUP-uPA/SGP mice with BGP-15 reversed hepatic steatosis at the age of 10 months.^31^ We did not detect an increase in inflammation associated with hepatic steatosis. In contrast, the levels of liver Cd11b^+^ monocytes, Kupffer cells and infiltrating macrophages (F4/80), assessed by flow cytometry and immunostaining, appeared either unchanged or reduced in SGP mice compared to their WT littermates (Figure S5A–C). Likewise, we observed no significant changes in the levels of hepatic mRNAs encoding *Cd11b, F4/80, Cd68,* and *Tlr4,* or in the expression of the inflammatory cytokines, *Tnfα, Il-10* and *Il-6* (Figure S5D). Nevertheless, we observed a striking decrease in the levels of phosphorylated signal transducer and activator of transcription 3 (STAT3), a key mediator of IL-6 signaling, in the livers of SGP mice compared to those in their WT littermates (Figure 4B), suggesting that Stat3 activation induced by IL-6-sIL-6R signaling is crucial for the maintenance of metabolic equilibrium in mature WT mice. Importantly, hepatocyte-targeted STAT3 ablation (Stat3^ΔHep^) in mice, generated by crossing Stat3^floxP^ mice with Alb-Cre^+/+^ mice,^33^^,^^34^ induced a metabolic phenotype similar to that of SGP mice, with weight gain and hepatic steatosis emerging from the age of about 6 months compared to Stat3^floxP^ controls, together with hyperglycemia at 12 months of age (Figure 4C–F); thus, largely confirming the previous observations of Inoue *et.al.*^36^ Together, these findings demonstrate that in animals housed in the Jerusalem animal facility trans-signaling blockade reproduces much of the age-dependent metabolic phenotype previously observed in both IL-6 *knockout* mice^9^^,^^10^ and Stat3^Δhep^ mice,^36^ indicating that the liver is a primary target of IL-6 trans-signaling that prevents mature-onset obesity.

**Figure 4:**
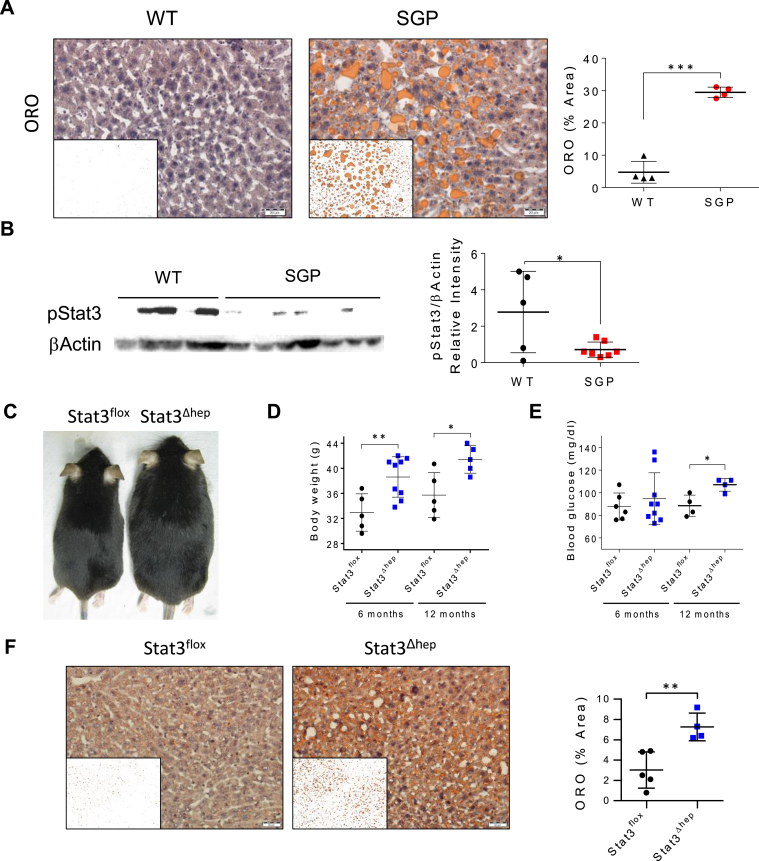
STAT3 signaling in hepatocytes is required for IL-6 trans-signaling-mediated prevention of fat accumulation and hepatosteatosis. (A) Representative images showing hepatic steatosis by ORO staining of livers from SGP and WT littermates at the age of 14 months and ImageJ processed image (inset). Scale bars represent 20 μm. (below) Quantification of the ORO-stained area was performed using ImageJ (n = 4). (B) Phosphorylated Stat3 and β-actin protein levels by Western Blot analysis of liver samples from 5-month-old SGP and WT littermates and quantification of band intensities (right) (n = 5–7). (C) Photographic image showing representative Stat3^Δhep^ and Stat3^floxP^ mice aged 12 months. (D) Body weights of Stat3^Δhep^ and Stat3^floxP^ mice aged 6 and 12 months (n = 5–9). (E) Fasting blood glucose levels in 6 and 12-month-old Stat3^Δhep^ and Stat3^floxP^ mice (n = 4–9). (F) Representative ORO-stained liver sections from Stat3^Δhep^ and Stat3^floxP^ mice at 12 months of age with ImageJ processed image (inset), and quantification of ORO-stained areas by ImageJ (right) (n = 4–5). Scale bars, 20 μm. Data are presented as mean ± SD. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001 by 2-tailed, Student’s *t* test. (See also Figures S4 and S5). ORO, Oil red O.

### Multiomics Analysis Hints at Age-dependent Crosstalk in Liver with Microbiota

To reveal age-affected mechanisms in the liver that may potentially underlie fat accumulation in SGP mice, we first compared changes in protein expression patterns in the liver according to age using SWATH-MS proteomics^37^ with bioinformatics analysis. SWATH-MS proteomic analysis of liver samples from WT and SGP mice at the ages of 2, 5, and 14 months identified and quantified 21,927 unique peptides corresponding to 2835 unique protein groups. Surprisingly, although older WT mice were not phenotypically different in adiposity from their young siblings (see Figure 2B), principal component analysis clearly distinguished between younger (2 months) and older (5 and 14 months) mice according to their liver proteomes (Figure 5A). This indicated the presence of inherent age-dependent processes in the livers of the WT mice. A similar Principal component analysis comparison encompassing the proteomes of both WT and SGP mice indicated that the younger mice (2 months old) of both genotypes clustered together, mirroring their phenotypic similarity (Figure 5B). Older (5 and 14 months) WT mice also clustered together and diverged from younger mice of both genotypes. Interestingly, the proteomes of the older SGP mice (SGP5 and SGP14) also appeared to diverge from those of the young mice but remained largely distinct from their older WT (WT5 and WT14) siblings (Figure 5B).

**Figure 5:**
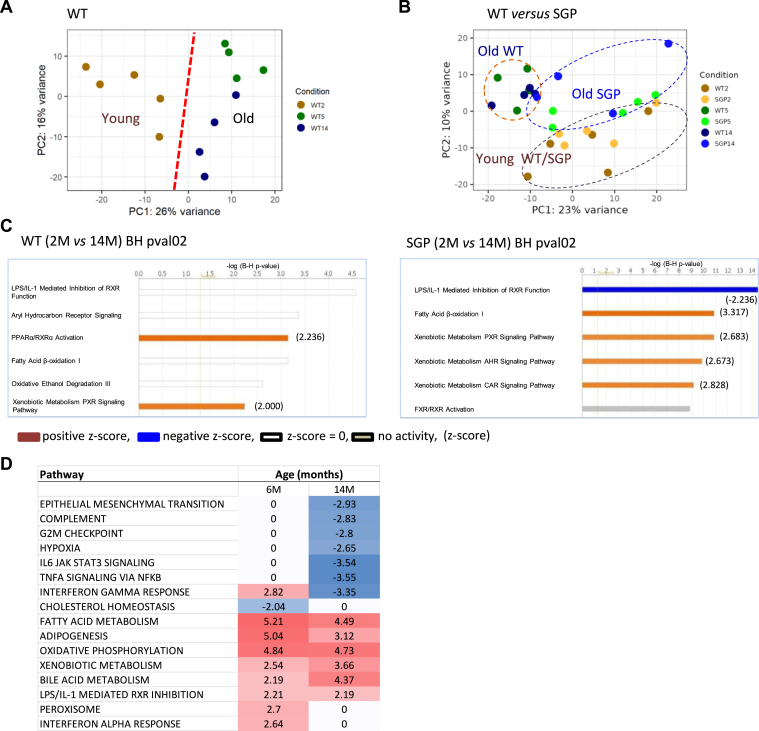
Proteomics and RNAseq analyses reveal age- and strain-dependent changes in gene expression profiles in the livers of WT and SGP mice. (A) PCA of liver proteomes distinguished (red dashed line) between gene expression profiles in younger (2 months) and older (5 and 14 months) WT mice along the PC1 axis. (B) PCA plots of liver proteomes of WT *versus* SGP mice at 2, 5, and 14 months of age clustered old WT mice separately from young (2M) mice. Young WT and SGP groups cluster together, but older SGP mice (5 and 14 months) appear dispersed between and more closely related to young mice on the PC1 axis. (C) The top 6 enriched QIAGEN IPA® Canonical Pathways were enriched by aging (2 months *versus* 14 months) in the liver proteomes of the WT (left) and SGP (right) mice. [-log(B-H *P* value) > 1.3] (*x-axis*) was considered statistically significant. |QIAGEN IPA® Z-scores|(values) > 2 were considered statistically significantly upregulated or downregulated for positive and negative values, respectively. (n = 5 and n = 4 for mice aged 2 and 14 months, respectively). (D) GSEA^38^ -generated heatmap from RNA-seq analysis showed that the top **Pathway** (MSigDB Hallmark gene sets^38^) was significantly enriched (false discovery rate < 0.0001) in the livers of SGP versus WT mice at 6 and 14 months of age. Gene sets enriched in upregulated genes are represented by positive (red) NES values, whereas those enriched in downregulated genes are represented by negative (blue) NES values with a gradual color gradient. Mice at 6 (n = 3) and 14 months (n = 2). (See also Figure S6). GSEA, gene set enrichment analysis; IPA, Ingenuity Pathway Analysis; PCA, principal component analysis.

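Over all sets, 45 of 786 were past an adjusted p of 0.05 at 6 months, 21 of them higher and 24 lower in SGP, and 168 of 802 at 14 months, 43 higher and 125 lower. These p-values treat genes as independent. At 6 months a split of the libraries that mixed the genotypes gave 47 sets. In a test with correlations between genes estimated from the libraries, 0 sets were past the threshold at either age, though few libraries estimate these poorly. The Reactome set of respiratory electron transport and ATP synthesis, used for oxidative phosphorylation, had an NES of 2.14 at 6 months (adjusted p = 2.05e-05) with 77 of 93 genes higher in SGP, and 2.21 at 14 months (adjusted p = 7.11e-06) with 76 of 94 higher. The complement cascade had an NES of -2.10 at 6 months (adjusted p = 0.00144) and -1.55 at 14 months (adjusted p = 0.131). Cholesterol biosynthesis was lower in SGP at 6 months, with an NES of -1.94 (adjusted p = 0.0254), and higher at 14 months, with 2.20 (adjusted p = 0.000828). Extracellular matrix organization, the nearest Reactome set to epithelial-mesenchymal transition, scored 1.17 at 6 months (adjusted p = 0.601) and -1.84 at 14 months (adjusted p = 0.000833). Interferon gamma signaling scored 1.32 (adjusted p = 0.457) and -1.60 (adjusted p = 0.0512), and interferon alpha and beta signaling 1.53 (adjusted p = 0.386) and -1.60 (adjusted p = 0.0829). The G2/M checkpoint set scored 1.38 at 6 months (adjusted p = 0.426) and -1.53 at 14 months (adjusted p = 0.0856). For peroxisomal lipid metabolism the scores were 1.20 (adjusted p = 0.735) and 0.93 (adjusted p = 0.79). Adjusted over these sets and the 5 named in the text alone, 6 of the 13 were past the threshold at 6 months and 12 at 14 months, against 6 and 8 when adjusted over all sets. The 13 were taken from the paper's own results on the same libraries, so the narrower adjustment adds no independent support. Gene sets for hypoxia and for TNF-alpha signaling were not used here.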

Bioinformatics comparisons using QIAGEN Ingenuity Pathway Analysis (IPA®) of the proteomes of young (2M) *versus* old (14M) mice according to genotype identified several canonical and toxicity-related pathways that were strongly affected by age and appeared common to both genotypes. These included pathways related to fatty acid metabolism (*PPARα/RXRα Activation* and *Fatty acid β-oxidation I*) and metabolism of microbiota byproducts (*i.e. Xenobiotic Metabolism* and *LPS/IL-1 Mediated Inhibition of RXR Function*) that are predicted to be upregulated or downregulated in older mice (QIAGEN IPA® z-score > 2) (Figure 5C). Interestingly, the respective activation or inhibition of these pathways appeared to be strengthened in SGP mice. 

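Liver RNA of male WT mice and of SGP littermates, which carry a transgene for a soluble form of the IL-6 co-receptor that blocks IL-6 trans-signaling, was sequenced by CEL-Seq, a method that reads the 3' end of each transcript together with a library barcode and a molecular identifier. The authors deposited a table of normalized counts for each age. The table for 6 months holds 3 WT and 3 SGP libraries and the table for 14 months holds 2 WT and 2 SGP libraries. The paper counts these as mice. However, the name of each library joins 2 labels, which leaves open whether a library pools mice. Each n and SD given here is therefore over libraries. Every non-zero value was a whole multiple of what 1 read was worth in its library, so the reads counted on genes were recovered by division. At 6 months these were 3167214, 3274421 and 3829092 reads in the WT libraries and 3357345, 4409900 and 3444374 in the SGP libraries. At 14 months they were 3564298 and 3996786 reads in WT and 3355623 and 3332502 in SGP, so that both WT libraries were sequenced more deeply than both SGP libraries at this age. Between 16722 and 21585 genes had at least 1 read in a library. The share of reads on mitochondrial genes lay between 23.06% and 28.93%. The tables list 54446 genes by Ensembl identifier with positions on GRCm38, of which 53229 identifiers match GENCODE M21, and 19418 protein-coding genes were lengthened by 300 bases at the 3' end. Because each age was normalized separately, genotypes were tested within each table. SGP was compared with WT by limma on log2(normalized count + 1) for genes with a mean of at least 5 normalized counts, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low counts. All genes were then ranked by limma's moderated t, and gene sets were tested with fgsea, a pre-ranked gene set enrichment analysis that permutes genes and treats them as independent. The mouse Reactome sets that come with fgsea were used, together with lists compiled by hand to follow the Hallmark sets of adipogenesis and IL6-JAK-STAT3 signaling, which were not checked against the published sets. A positive normalized enrichment score (NES) means that the set lies among genes higher in SGP. Reads that fit several members of a gene family, such as the Cyp, Mup, Saa and Hspa1 genes, can have been split by the authors' counting, and neither the use of strand nor that of the molecular identifiers is stated in the paper's text.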

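The adipogenesis list had an NES of 2.29 at 6 months (adjusted p = 3.93e-08) and 1.66 at 14 months (adjusted p = 0.00233). At 6 months 128 of its 181 tested genes were higher in SGP, with a median log2 fold change of 0.11. At 14 months 118 of 182 were higher and the median was 0.10. The Reactome set of fatty acid, triacylglycerol and ketone body metabolism had an NES of 2.14 at 6 months (adjusted p = 7.98e-05) and 1.60 at 14 months (adjusted p = 0.039). Of its 77 genes tested at 6 months 56 were higher in SGP, and of 76 at 14 months 53 were higher. Averaged over the genes of the set, adipogenesis differed between genotypes by 0.12 on the log2 scale at 6 months, and every SGP library lay above every WT library (exact permutation test, two-sided p = 0.10, the smallest that 3 against 3 allow). At 14 months the libraries of the genotypes overlapped for both sets, with a difference of 0.08 (exact permutation test, two-sided p = 1). For fatty acid metabolism at 6 months the difference of 0.14 also left an overlap (exact permutation test, two-sided p = 0.20). The adipogenesis score depended most on the gene set, since the Reactome set of white adipocyte differentiation gave -1.05 at 6 months and -1.23 at 14 months. With limma's camera test and correlations between genes estimated from the libraries, the adjusted p of both sets rose to 0.994 at 6 months and 0.848 at 14 months. Among the genes behind the scores, Elovl6 (chromosome 3, 129532355 to 129638795), which encodes a fatty acid elongase, rose from 148 ± 19.5 normalized counts in WT to 318 ± 81.9 in SGP at 6 months (SD, n = 3), a log2 fold change of 1.08 (standard error 0.18, limma adjusted p = 0.0532). Fasn, the fatty acid synthase gene, rose from 408 ± 65.9 to 684 ± 103 (log2 fold change 0.74, standard error 0.15, limma adjusted p = 0.134). Me1 had a log2 fold change of 0.96 (limma adjusted p = 0.105), Cd36 of 0.99 (limma adjusted p = 0.268), Acly of 0.64 (limma adjusted p = 0.265) and Elovl5 of 0.61 (limma adjusted p = 0.362), and for each of these genes every SGP library lay above every WT library. The only member of the fatty acid metabolism set past the threshold at 6 months was lower in SGP, against the direction of the set. At 14 months the members with the largest moderated t were Acat1, Acsl1, Mcee and Pcca for fatty acid metabolism and Dbt, Enpp2, Miga2 and Pdcd4 for adipogenesis. Their log2 fold changes lay between 0.44 for Mcee and 1.03 for Enpp2, and their limma adjusted p between 0.381 for Enpp2 and 0.589 for Mcee. The IL6-JAK-STAT3 list had an NES of -2.43 at 14 months (adjusted p = 4.32e-07), with 50 of its 67 tested genes lower in SGP and a median log2 fold change of -0.44.

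**Figure D1:**
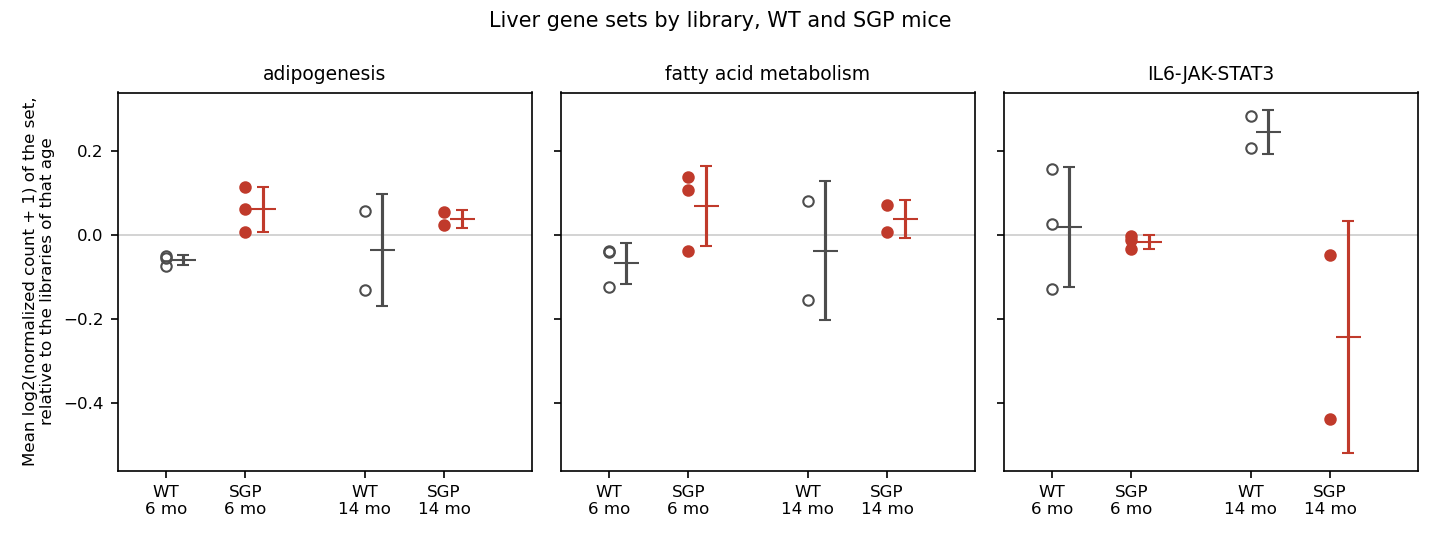
Mean log2(normalized count + 1) of the genes of each set in each library, relative to the mean over the libraries of that age, with open points for WT, filled points for SGP and the mean ± SD of each group beside them (n = 3 at 6 months, n = 2 at 14 months). The SGP libraries lie above the WT libraries for adipogenesis at 6 months and below them for IL6-JAK-STAT3 at 14 months, and the genotypes overlap in the other panels.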

Comparisons of gene expression patterns in the livers of *SGP versus* WT mice (*ie* between genotypes) using RNAseq and gene set enrichment analysis^38^ showed a significant enrichment (false discovery rate<0.0001) of upregulated genes in the gene sets of both adipogenesis and fatty acid metabolism at both 6 and 14 months of age in the livers of SGP mice (positive Normalized Enrichment Score (NES)), as identified earlier by direct measurements in metabolic cages (Figure S3), as well as a significant enrichment (false discovery rate<0.0001) in downregulated genes of *IL-6 JAK STAT3 signaling* gene set (negative NES) (Figures 5D and S6). Importantly, gene set enrichment analysis^38^ also revealed an enrichment of upregulated genes in liver gene sets related to *xenobiotic metabolism, bile acid metabolism, and LPS/IL-1 mediated RXR inhibition* when comparing the transcriptome of SGP mice to WT siblings (positive NES) (Figures 5D and S6), indicating the influence of microbiota-related by-products on liver gene expression patterns.^39^ 

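The Reactome set of biological oxidations, which holds the enzymes of xenobiotic metabolism, had an NES of 1.87 at 6 months (adjusted p = 0.00133) and 2.39 at 14 months (adjusted p = 4.01e-08). At 6 months 78 of its 128 tested genes were higher in SGP, and at 14 months 94 were higher and 32 lower. With camera and estimated correlations its adjusted p was 0.994 and 0.813. The only member of the set past the threshold at 6 months was lower in SGP, against the direction of the set. At 6 months the members higher in SGP with the largest moderated t were the Cyp genes Cyp2a22 (log2 fold change 2.71, limma adjusted p = 0.0532), Cyp2b9 (3.05, limma adjusted p = 0.0761), Cyp4a14 (1.21, limma adjusted p = 0.182) and Cyp2a4 (1.96, limma adjusted p = 0.224), each of which has close paralogs that can share reads. Cyp2b9 stood at 23 ± 20.2 normalized counts in WT and 188 ± 127 in SGP (SD, n = 3). At 14 months they were Sult2a8 (0.93, limma adjusted p = 0.107), Cyp2c50 (0.69, limma adjusted p = 0.277), Cyp1a2 (0.64, limma adjusted p = 0.306) and Cyp2a12 (0.56, limma adjusted p = 0.384). The Reactome set of bile acid and bile salt metabolism had an NES of -1.12 at 6 months (adjusted p = 0.835), with 13 of 32 genes higher in SGP. At 14 months its NES was 1.96 (adjusted p = 0.00697), with 28 of 32 genes higher and a median log2 fold change of 0.25. Slco1a1, Cyp7b1, Akr1c6 and Cyp27a1 were lower in SGP at 6 months, with log2 fold changes of -1.58, -1.15, -0.28 and -0.30 and limma adjusted p of 0.687, 0.327, 0.772 and 0.811. At 14 months Akr1c20 rose from 220 ± 43.2 to 419 ± 18.7 normalized counts (SD, n = 2), a log2 fold change of 0.94 (limma adjusted p = 0.18), and Akr1c6, Nr1h4 and Amacr were also higher by 0.57, 0.57 and 0.41 on the log2 scale (limma adjusted p = 0.388, 0.409 and 0.49). Averaged over its genes, the xenobiotic set separated the genotypes at both ages, by 0.17 on the log2 scale at 6 months (exact permutation test, two-sided p = 0.10) and by 0.28 at 14 months (exact permutation test, two-sided p = 0.33, the smallest that 2 against 2 allow). The bile acid set did so at 14 months only, by 0.31. A list of genes for LPS/IL-1 mediated RXR inhibition was not used here.

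**Figure D2:**
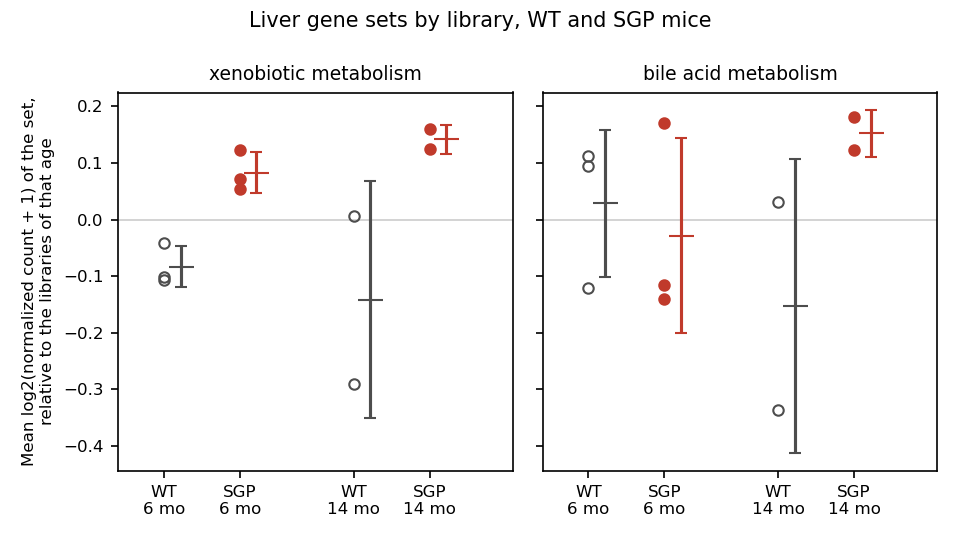
Mean log2(normalized count + 1) of the genes of the Reactome sets of biological oxidations (xenobiotic metabolism) and of bile acid and bile salt metabolism in each library, relative to the mean over the libraries of that age, with open points for WT, filled points for SGP and the mean ± SD of each group (n = 3 at 6 months, n = 2 at 14 months). The SGP libraries lie above the WT libraries at both ages for xenobiotic metabolism and at 14 months for bile acid metabolism.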

Previous studies have indicated that the intestinal microbiota can extensively modulate hepatic gene expression and function in mice without direct contact with the liver, particularly by altering its xenobiotic response to drugs and affecting genes of metabolic function.^39^ Thus, multiomics analysis revealed age-dependent microbiota-related changes in gene expression patterns in the liver that increase in IL-6 trans-signaling-deficient mice. These findings suggest that age-dependent processes leading to body fat accumulation are intrinsic to mice of both genotypes, but that IL-6 trans-signaling in the livers of WT mice counteracts their influence on metabolic equilibrium and masks their presence.

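Whether the difference between SGP and WT changed with age was tested with an interaction term of age and genotype in limma over all 10 libraries. Of 11289 genes tested, 3 had an adjusted p under 0.05 and 971 an unadjusted p under 0.05. The genotype effect of Mt2 changed by -6.60 on the log2 scale between 6 and 14 months (standard error 0.82, limma adjusted p = 0.0107) and that of Hspa1b by -4.35 (standard error 0.52, limma adjusted p = 0.0107). That of Aox3, a gene chosen after its values were seen, changed by 1.68 (standard error 0.23, limma adjusted p = 0.0242). Ranked by the t of this term, 88 of 795 gene sets were past the threshold, 27 with a more positive and 61 with a more negative effect at 14 months. The xenobiotic set had an NES of 2.09 (adjusted p = 3.02e-05) and the bile acid set of 2.03 (adjusted p = 0.00532), so by this test both effects were more positive at 14 months. The test treats genes as independent, and camera was not run on this term. The WT libraries of 14 months also lay far apart in their set means, at -0.29 and 0.006 for the xenobiotic set and -0.337 and 0.031 for the bile acid set. The adipogenesis and fatty acid metabolism sets had an NES of -0.98 (adjusted p = 0.779) and -0.67 (adjusted p = 1), and no change of their effect with age was detected. With a list compiled by hand in place of the Reactome set, the xenobiotic score was 1.31 (adjusted p = 0.154). From its own enrichments of SGP against WT at each age and from its comparison of liver proteomes by age, the paper concludes that changes in liver gene expression related to the microbiota depend on age and increase in mice that lack IL-6 trans-signaling.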

### Mature-onset Obesity in SGP Mice Requires a Gut Microbiota

Because the age-dependent changes in microbiota-related gene expression patterns appeared to coincide with the onset of weight gain in SGP mice, we hypothesized that IL-6 trans-signaling in the liver may compensate for age-accumulated dysfunction arising from toxicities originating from the gut microbiome that would otherwise disrupt metabolic equilibrium and lead to fat accumulation. Therefore, we sought to determine whether body fat accumulation in SGP mice depends on gut microbiota. Depletion of gut microbiota by antibiotic treatment from the age of 6 months (Figure 6A) and after the onset of weight gain strikingly halted body weight gain in SGP mice, resulting in body compositions, including fat pad weight and hepatic steatosis, that were not significantly different from those of WT littermates (Figures 6B–E and S7A), without affecting food intake (Figure S7B). Antibiotic treatment also reduced fasting glucose to levels that were not significantly different from those in the WT controls (Figure 6F). Importantly, antibiotic treatment did not significantly alter the body composition of WT littermates, other than marginal reductions in fat pad weight and fasting glucose levels (*P* = ns *versus* untreated WT controls). Notably, we did not detect abnormalities or differences between WT and SGP mice in morphology of either the small or large intestines (Figure S8A and B), nor did we find differences in intestinal permeability (Figure S8C). We also detected no differences in the expression of key inflammatory cytokine mRNAs in the gut, including those of *Tnfa, IL-6*, *IL-7, IL-10, IL-22, Ifng, Ifnb, Tlr2, Tlr4, Ccl2,* and *Ccl20* (Figure S8D); thus, ruling out intestinal inflammation or changes in gut morphology as underlying factors in either the age-dependent changes in microbiota-related gene expression signatures in the liver or fat accumulation in SGP mice. Moreover, 16S ribosomal RNA gene sequencing of the fecal microbiome revealed no differences in microbiota taxonomic composition as a function of genotype or age, indicating that metabolic differences between SGP and WT mice were not associated with dysbiosis at any age (Figure S8E).

**Figure 6:**
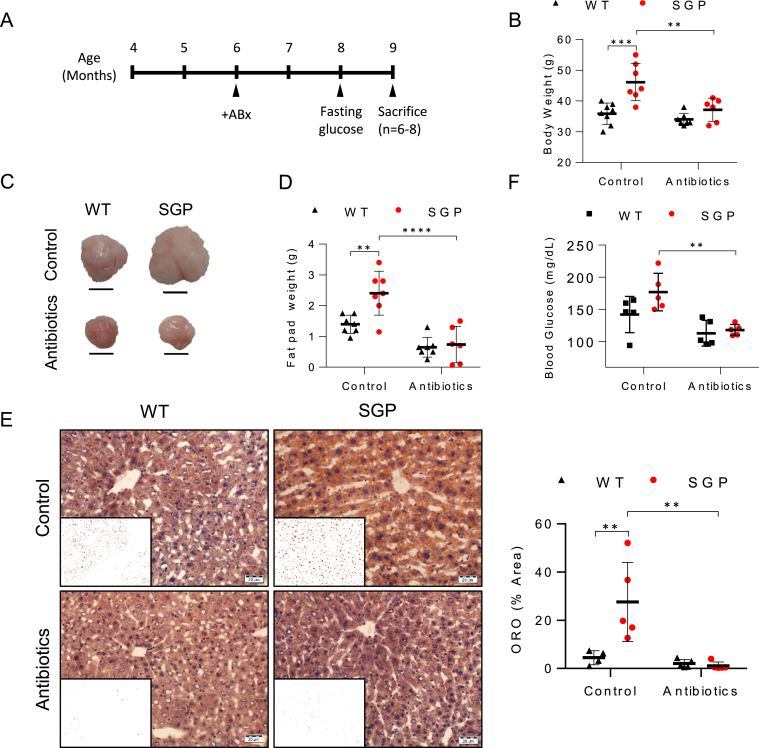
Antibiotic treatment reverses the mature-onset metabolic phenotype induced by IL-6 trans-signaling blockade. (A) Schematic representation of the experimental design. SGP and WT littermates aged 6 months were administered a NCD ± ABx in their drinking water. The mice were randomly assigned to the treatment and control groups. Fasting blood glucose levels were assessed at 8 months, and the mice were sacrificed at 9 months of age. (B) Body weights of SGP and WT littermates following NCD and ABx diets at 9 months of age (n = 6–8). (C) Photographs showing representative gonadal fat pads at 9 months of age. Scale bars, 1 cm. (D) Gonadal fat pad weights at 9 month of age (n = 6–8). (E) Microphotographs showing representative ORO-stained liver sections from 9 month old NCD or ABx-fed mice with ImageJ processed images (inset), and quantification (right) of ORO-stained areas in ImageJ processed images (n = 4). Scale bars, 20 μm. (F) Fasting blood glucose levels in control *versus* antibiotic-treated mice at 8 months (n = 5). These observations were repeated in 2 independent experiments. Numerical data are presented as mean ± SD. ∗∗*P* < .01, ∗∗∗*P* < .001, and ∗∗∗∗*P* < .0001 by 2-way ANOVA. ABx, antibiotics; NCD, normal chow diet; ORO, oil red O.

Since the microbiome appeared to be integral to the mature-onset metabolic phenotype of SGP mice, we next compared the microbiomes of SGP mice and their WT littermates raised in the Jerusalem, Israel facility with mice of identical genotypes maintained in animal facilities in Hamburg and Kiel, Germany, in which SGP mice were bred but did not show the above-described metabolic phenotype. 16S ribosomal RNA gene sequencing of the fecal microbiome of the mice at the 3 animal facilities clearly showed major differences (Figure 7). This analysis indicated the presence of major differences in the gut microbiome taxonomic composition between the animal houses, which by principal coordinate analysis were highly significant (*P* = .001) (Figure 7, Table S1). The microbiome in the *SGP* colony housed in Jerusalem appeared to be enriched for Clostridiales and Clostridium populations and fewer Lachnospiraceae and Bacteroides populations than in the nonobese colonies housed elsewhere. The literature perceives Clostridiales as a harming genus in relation to obesity and metabolic syndrome, and Bacteroides and Lachnospiraceae as beneficial genera, although the benefits of the latter remain controversial.^40^, ^41^, ^42^, ^43^, ^44^, ^45^ Thus, it is plausible that the phenotypic disparity observed in geographically distant *SGP* colonies reflects differences in their gut microbiomes. We conclude that long-term IL-6 trans-signaling blockade in mice induces body fat accumulation in a manner that requires certain intestinal microbiota. However, further investigation is needed to identify the specific microbiota that support the development of the obese phenotype observed in the Jerusalem animal facility.

**Figure 7:**
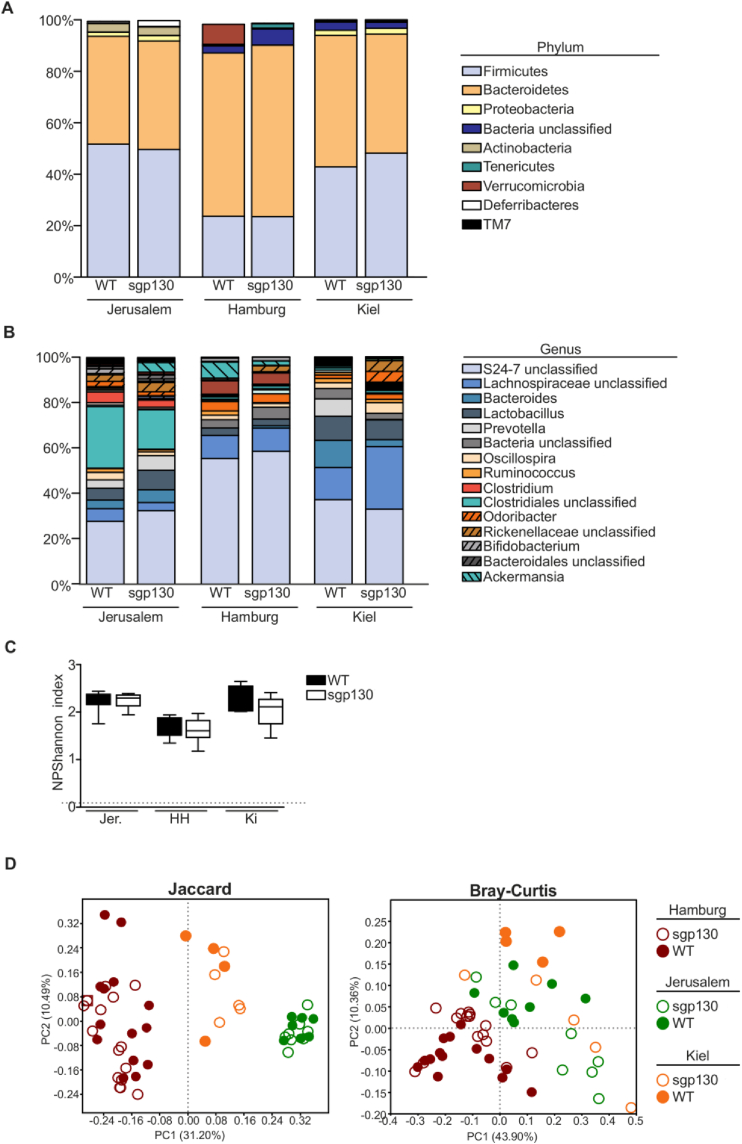
Inhibition of IL-6 trans-signaling does not alter gut microbiota composition. (A) Gut microbiota composition at the phylum level based on 16S rRNA gene sequencing of feces from mice maintained at separate facilities located in Jerusalem, Kiel, and Hamburg, and aged 8 weeks (Jerusalem, Kiel) and 11–12 weeks (Hamburg). (B) The relative bacterial abundance at the genus level did not show alterations that could be associated with the genotype in the 3 independent animal facilities. (C) Box plots of Shannon diversity indices showed that the total gut microbial diversity was independent of the mouse genotype in 3 independent animal facilities. (D) *left panel:* PCoA on Jaccard distance matrices demonstrating alterations in microbiota composition between different animal facilities. *right panel:* PCoA based on the Bray-Curtis dissimilarity index of bacterial genus abundance. PCoA, principal coordinate analysis.

## Discussion

Comorbidities of metabolic syndrome are an enormous health-care burden for Western societies and are becoming increasingly common in developing countries.^46^ Aging is considered as one of the most important independent risk factors for the development of metabolic syndrome.^47^ Indeed, many of the conditions contributing to metabolic syndrome—*ie* obesity, insulin resistance, and inflammation —also increase in prevalence with age.^47^ Evidence indicates that IL-6 is an important regulator of metabolic homeostasis and contributes centrally to body weight control, particularly in obesity.^5^ Here, we investigated SGP mice, in which IL-6 trans-signaling was strongly inhibited. Our findings demonstrate that hepatic IL-6/STAT3 signaling also contributes to maintaining metabolic homeostasis in the face of an intestinal microbiome that can induce mature-onset body fat accumulation and hyperglycemia when IL-6 trans-signaling is inhibited.

A pivotal aspect of our observations is the effect of the microbiome on the production of different phenotypes of the same genotype. It is intriguing and perhaps important to note that the literature reports significant phenotypic disparities among various murine strains carrying either IL-6 or STAT3 signaling deficiencies. The metabolic consequences of IL-6 trans-signaling blockade by sgp130 observed here align with the absence of weight gain in young SGP mice reported by Kraakman *et. al.*,^30^ but are also consistent with reports of mature-onset fat accumulation in IL-6 *knockout* mice and in mice with hepatocyte-targeted STAT3 ablation.^9^^,^^10^^,^^36^ However, other studies have reported no obvious age-dependent metabolic changes in mutant mice sharing either the IL-6^−/−^ or Stat3^Δhep^ alleles identical to those in mice that do develop mature-onset obesity.^11^^,^^48^ Similarly, the obesity observed in our colony of aged SGP mice in Jerusalem was not observed in identical *SGP* colonies maintained in Hamburg and Kiel, Germany, (as well as in the Febbraio and Karin laboratories located in Melbourne, Australia, and San Diego, California, respectively), even though they were of the same origin (SRJ, personal communication). These observations suggest that subtle environmental factors may play a crucial role in the metabolic phenotypes associated with IL-6/STAT3 signaling deficiencies. Thus, our finding that body fat accumulation in SGP mice requires intestinal microbiota may be an important key to understanding these inconsistencies. This notion is supported by a recent report in which it was shown that IL33 KO mice maintained in 7 different animal vivaria manifested very different phenotypes with regard to infection by Streptococcus pneumoniae, highlighting the importance of animal vivaria in influencing the phenotype of the same genotype. In addition, in this study, the differences in phenotypes were abolished by antibiotic treatment and were therefore attributed to the observed differences in microbiome composition.^49^^,^^50^

Importantly, sgp130Fc, under the name of Olamkicept, has undergone successful phase II clinical trials in patients with inflammatory bowel disease and compassionate use in patients with very high-risk atherosclerotic cardiovascular disease. In these trials, specific inhibition of IL-6 trans-signaling did not result in adverse metabolic events.^51^, ^52^, ^53^ In contrast, the global blockade of IL-6 signaling by the neutralizing antibody tocilizumab is associated with body weight gain and increased serum lipid and cholesterol levels.^54^

Many questions regarding the phenotype of SGP mice raised in the Jerusalem animal facility remain open and warrant further study, particularly clarifying the aspects of the gut microbiome that appear to drive the phenotype in relation to aging. Determining the components of the gut microbiota and its metabolites that drive fat accumulation, identifying the sources of IL-6 in the liver, and defining the aging-related cellular processes leading to the upregulation of IL-6/STAT3 signaling are also important for delineating the mechanism underlying this phenotype.

## Conclusion

Our findings lend weight to the potential clinical significance of the reported associations of elevated sgp130 levels with obesity and diabetes in some older patients^23^, ^24^, ^25^^,^^28^ and may suggest the use of antibiotics and fecal microbiota transplantation as potential treatments for obesity, MASLD, and impaired fasting glycemia or diabetes in some adult patients.

# Supplementary material for: Blockade of Interleukin-6 Trans-signaling in the Presence of Certain Gut Microbiota Induces Mature-onset Obesity in Mice
**Source:** Gastro Hep Adv. 2025 Sep 29;5(2):100819. doi: 10.1016/j.gastha.2025.100819
**Supplement:** Figures S1-S8 and Table S1

Figure S1

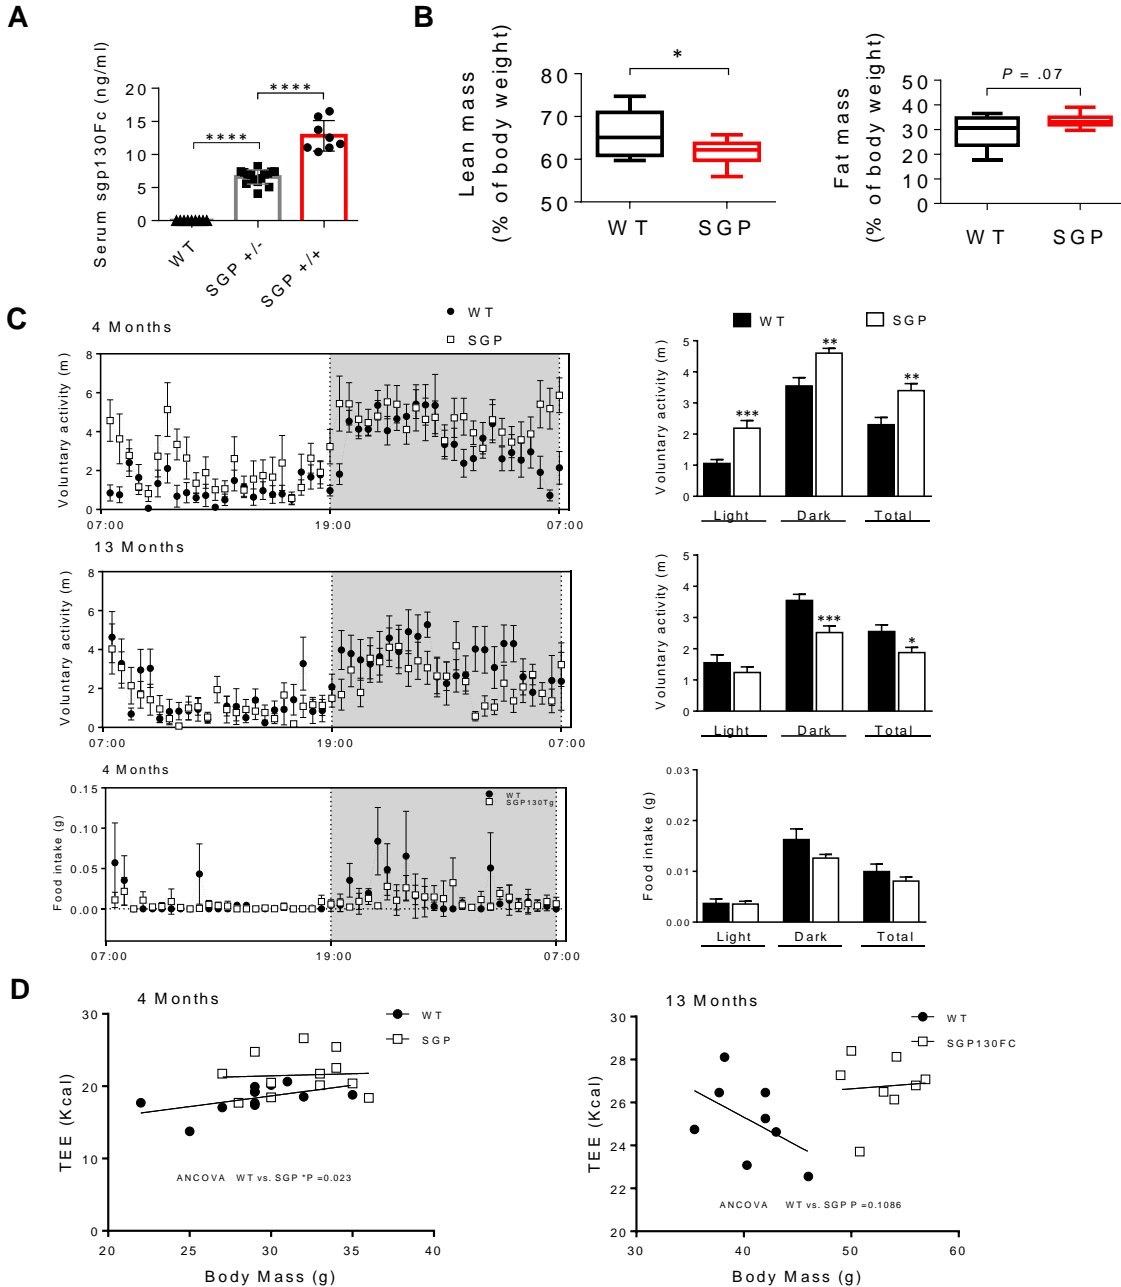

**Figure S1 (Related to Figure 1) IL-6 trans-signaling blockade leads to increased fat mass and decreased lean mass with decreased physical activity at older ages.**

- (A) Serum concentrations of human SGP by ELISA in wild type (WT), heterozygous (-/+) and homozygous (+/+) SGP mice at 2 months of age (n=8-15).
- (B) Echo MRI analysis of lean and fat body mass as a function of % body weight in SGP and WT littermates at 14 months of age (n=9-10).
- (C) Voluntary activity (pedmeter) and Food Intake. Mice at 4 (n=12) and 13 (n=8) months of age were monitored by the Promethion High-Definition Behavioral Phenotyping System (Sable Instruments, Inc.) over a 24 h period. Data are mean±SEM from 4 mice per group.
- (D) TEE Total vs body mass ANCOVA for WT and SGP mice at 4 and 13 months. Data are represented as mean ± SD (A,C), or box and whiskers plots (B,D). \* $P < .05$ , and \*\*\*\* $P < .0001$  by two-tailed Student's *t* test (A,B), or by Linear regression analysis of ANCOVA (D).

Figure S2

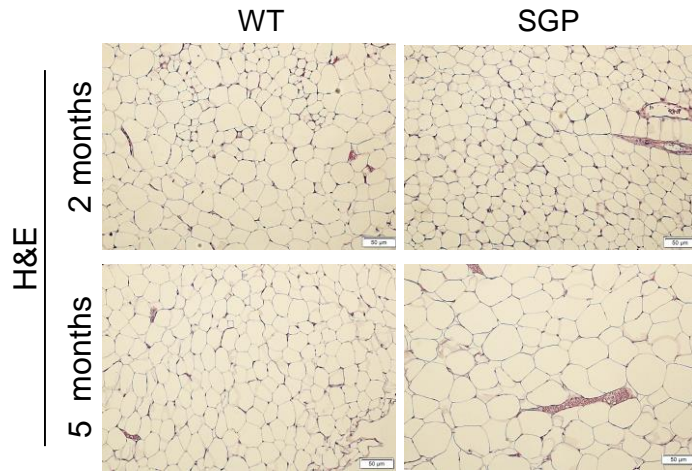

**Figure S2 (Related to Figures 2) IL-6 trans-signaling blockade leads to increased fat mass, decreased lean mass, and adipocyte hypertrophy.**

H&E stained sections from paraffin embedded adipose tissue from SGP and WT littermates at 2 and 5 months of age. Scale bars, 50μm.

## Figure S3

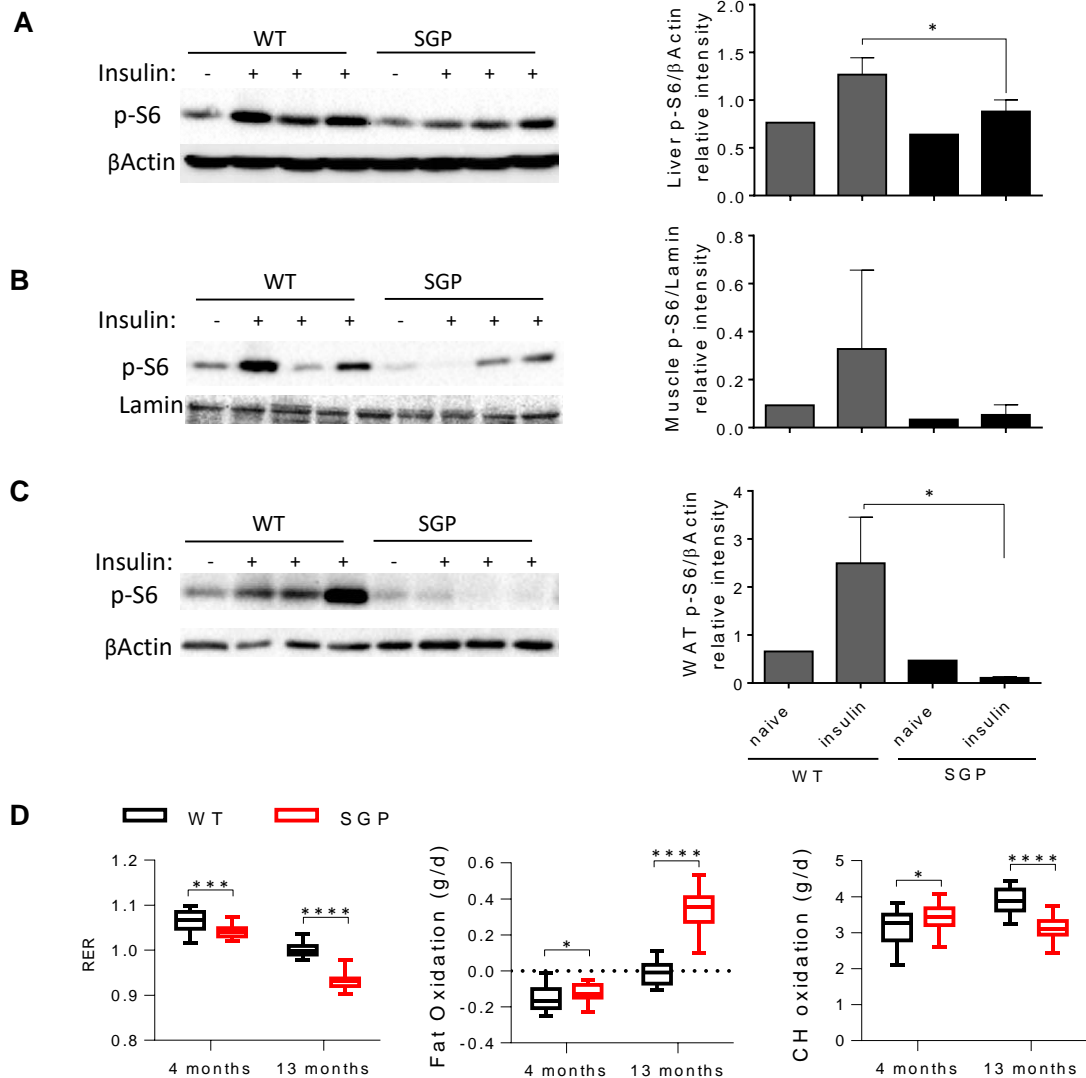

**Figure S3 (Related to Figure 3). Inhibition of IL-6 trans-signaling induces glucose intolerance and peripheral insulin resistance.**

(A-C) Phospho-S6 (pS6) protein levels by Western Blot analysis of liver (A), muscle (B), and white adipose tissue (WAT) (C) before and 10 minutes post insulin injection in 10 month-old SGP and WT mice. (D) Metabolic cage analysis of dark cycle metabolic activity including Respiratory Exchange Ratio (RER), fat and carbohydrate (CH) oxidation in WT and SGP mice at 4 (n=12) and 13 months (n=8).

Quantification of band intensity by ImageJ (right). (n=3 for groups of insulin-treated mice). Data are represented as mean  $\pm$  SD (A-C), or box and whiskers plots (D). \* $P < .05$ , \*\*\* $P < .001$ , and \*\*\*\* $P < .0001$  by two-tailed Student's  $t$  test.

## Figure S4

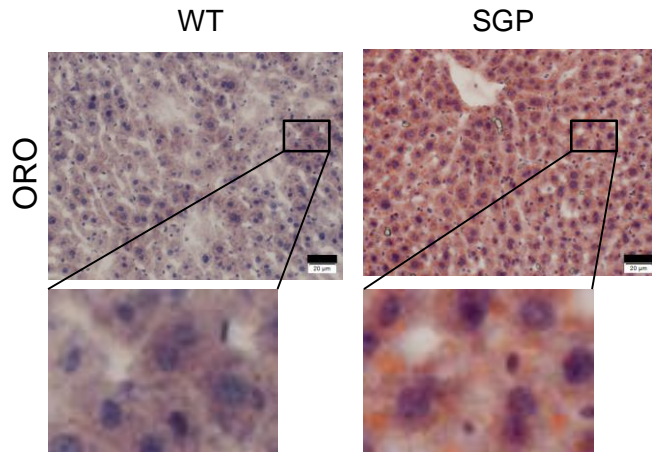

**Figure S4 (Related to Figure 4). Inhibition of IL-6 trans-signaling results in steatosis at 5 months of age.** ORO-stained liver sections from SGP and WT littermates at the age of 5 months. Scale bars, 20 μm.

# Figure S5

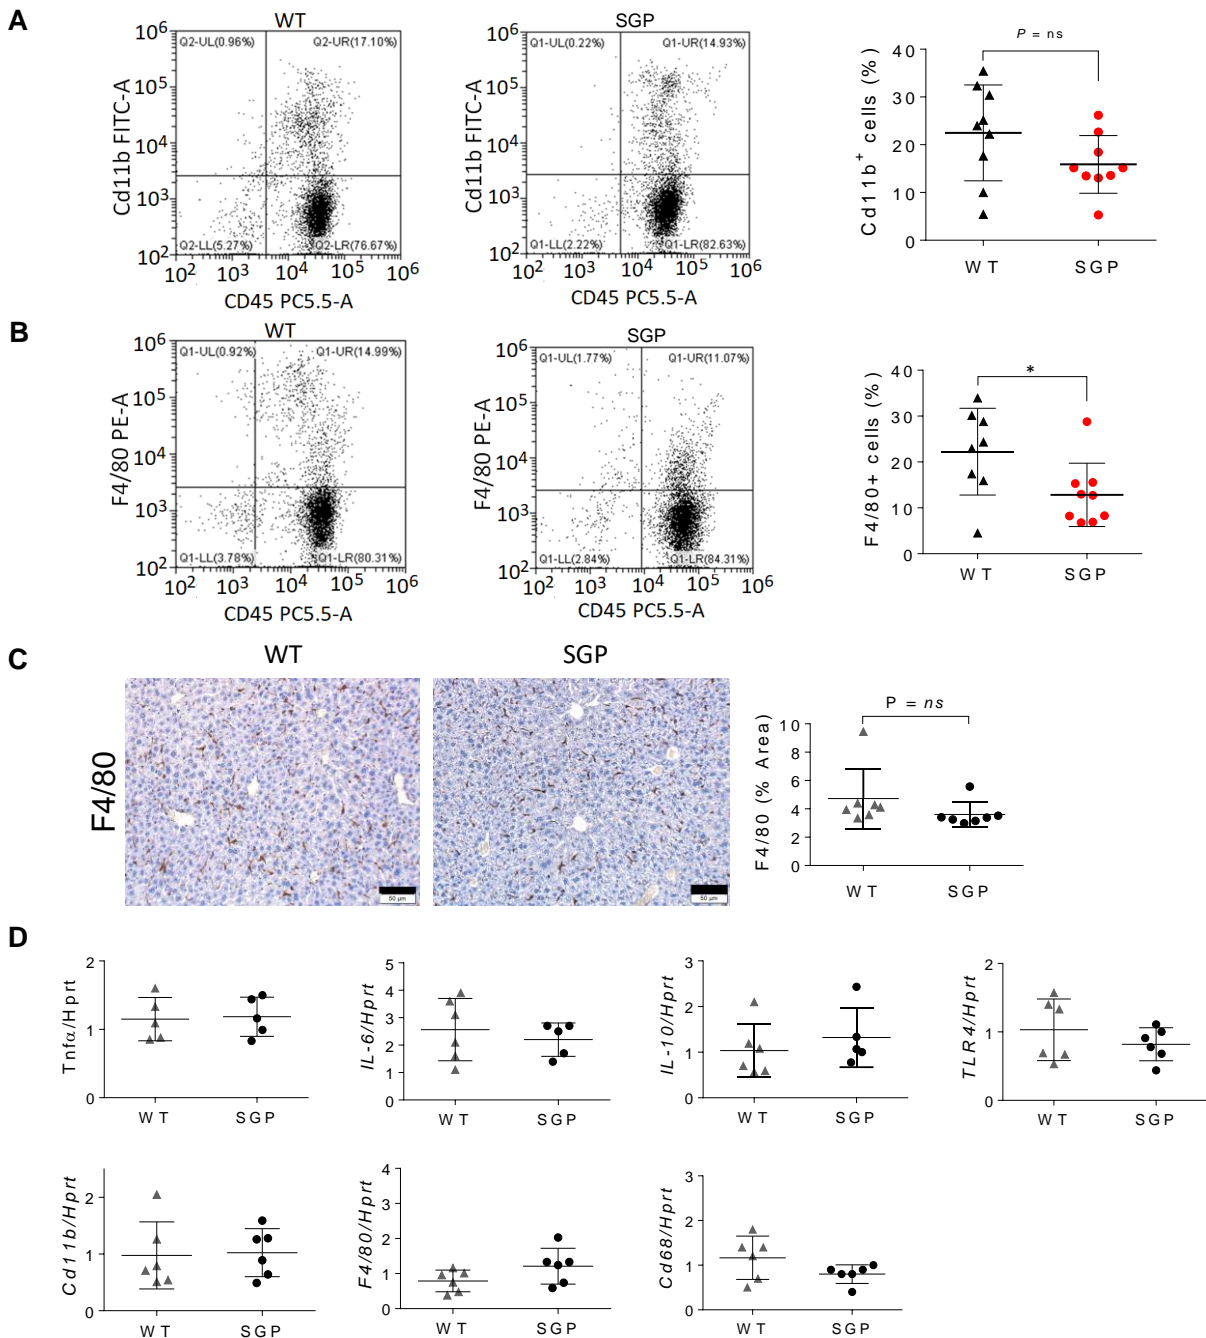

**Figure S5 (Related to Figures 4). Inhibition of IL-6 trans-signaling induces steatosis without hepatic inflammation.**

- (A) Quantification and representative flow cytometry plots of Cd45+/Cd11b+ cells (upper right quadrants) in livers of SGP and WT littermates at 11 months of age.
- (B) Quantification and representative flow cytometry plots of Cd45+/F4/80+ cells (upper right quadrants) in livers of SGP and WT littermates at 11 months of age.
- (C) Representative photomicrographs of F4/80 immunostained paraffin embedded liver sections from 5-month old SGP and WT littermates and quantification (right) of F4/80+ cells as a function of area stained by ImageJ analysis, (n=8). Scale bars, 50µm.
- (D) Hepatic mRNA levels by real time qPCR of indicated inflammatory and monocyte markers in SGP *versus* WT littermates at the age of 14 months.

Data are represented as mean  $\pm$  SD. \* $P < .05$  by two-tailed, Student's  $t$  test.

# Figure S6

A

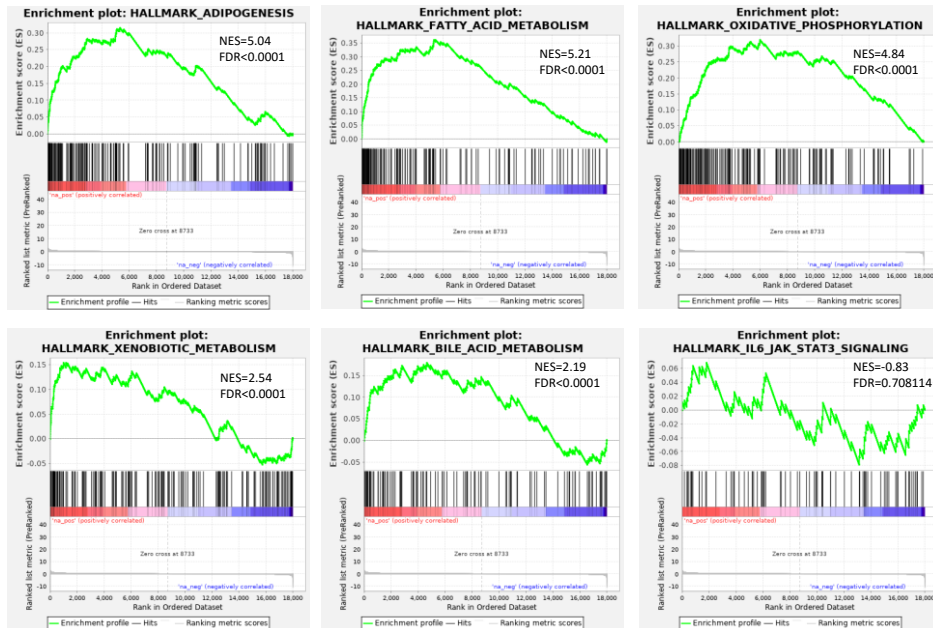

B

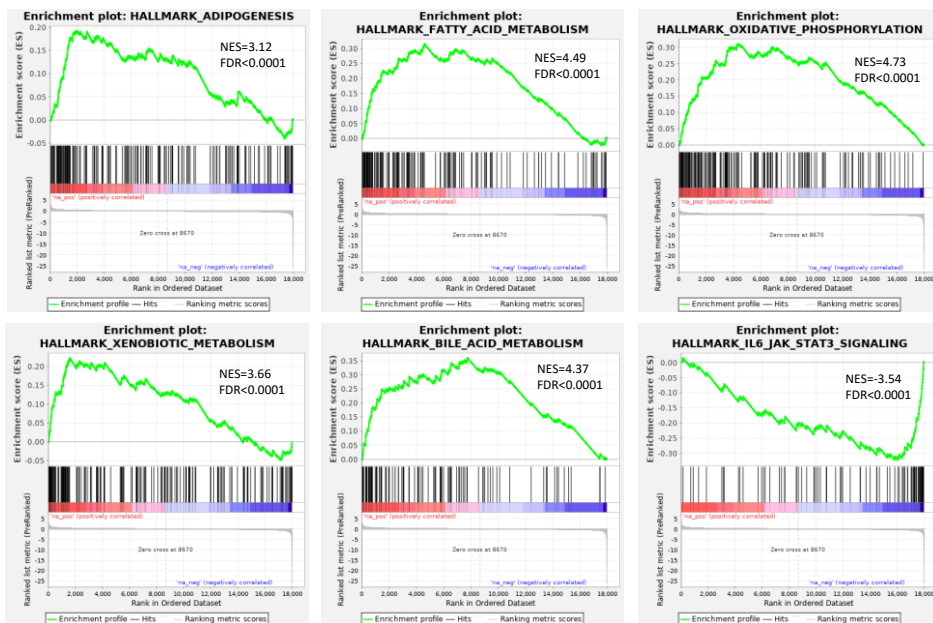

**Figure S6 (Related to Figures 5D). Transcriptome profiling in livers from WT and SGP mice.** GSEA analysis of RNAseq data of liver RNA from SGP vs WT mice aged (A) 6 months and (B) 14 months are shown. The MSigDB Hallmark gene sets related to fatty acid metabolism or metabolism of microbiome byproducts are statistically enriched (FDR < .0001) in upregulated gene sets in *SGP mice*. The IL6-JAK-STAT3 Signaling gene set is significantly enriched in the downregulated genes at 14 months, while that of 6 month is insignificant (marked with an asterisk).

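Single genes were tested at each age before the gene sets. At 6 months 8 of 11112 genes had an adjusted p under 0.05 and 671 an unadjusted p under 0.05, and in 11.2% of the genes the libraries of the genotypes did not overlap, where chance gives 10%. Higher in SGP were Hamp2 (log2 fold change 2.95, standard error 0.21, limma adjusted p = 9.2e-05), Ctse (6.31, standard error 0.55, limma adjusted p = 0.000544), Mfsd2a (1.48, standard error 0.21, limma adjusted p = 0.0272) and Pm20d1 (0.84, standard error 0.13, limma adjusted p = 0.0429). Lower were Cfhr2 (-1.04, standard error 0.13, limma adjusted p = 0.0113), Elovl3 (-0.87, standard error 0.11, limma adjusted p = 0.0113), Susd4 (-1.60, standard error 0.24, limma adjusted p = 0.0429) and Cyp4a12b (-1.89, standard error 0.29, limma adjusted p = 0.0432). Hamp2 stood at 77.3 ± 25.2 normalized counts in WT and 588 ± 75.5 in SGP (SD, n = 3), and Ctse had 4, 3 and 0 reads in the WT libraries and 244, 432 and 133 in the SGP libraries. Reads of Hamp2 and Cyp4a12b can be shared with close paralogs. At 14 months 3 of 11495 genes were past the threshold and 1036 had an unadjusted p under 0.05, and 40.3% did not overlap, where chance gives 33.3%. All 3 were lower in SGP. Mt2 stood at 3952 ± 1450 normalized counts in WT and 86.6 ± 66 in SGP (SD, n = 2), a log2 fold change of -5.69 (standard error 0.48, limma adjusted p = 0.00756). Igfbp1 stood at 477 ± 90 and 26.3 ± 17.8 (log2 fold change -4.29, standard error 0.41, limma adjusted p = 0.0137). Hspa1b, which can share reads with a paralog, stood at 218 ± 50 and 15.7 ± 2.91 (log2 fold change -3.71, standard error 0.26, limma adjusted p = 0.00388). Mt2 had 5116 and 3459 reads in these WT libraries, 120 and 38 in SGP, and 20 to 143 in the libraries of 6 months. Hspa1b had 261 and 216, 16 and 13, and 5 to 19. For both genes the WT libraries of 14 months thus stood apart, while SGP lay within the range of 6 months. The ages were not compared by a test of levels, so this is a description. The number of genes depended on the test, and DESeq2 on the recovered reads called 40 genes at 6 months and 52 at 14 months. Il6st, which encodes the membrane form of the co-receptor, did not differ at 6 months (log2 fold change -0.02, limma adjusted p = 0.996) and was not past the threshold at 14 months (-0.58, limma adjusted p = 0.535).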

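With lists compiled by hand after the Hallmark sets in place of the Reactome sets, fatty acid metabolism had an NES of 2.46 at 6 months (adjusted p = 3.93e-08, 105 of 140 genes higher in SGP) and 2.01 at 14 months (adjusted p = 4.15e-05, 107 of 140 higher). The list for xenobiotic metabolism scored 1.59 (adjusted p = 0.0136) and 1.49 (adjusted p = 0.0283). That for bile acid metabolism scored 1.37 at 6 months (adjusted p = 0.319) and 2.29 at 14 months (adjusted p = 2.27e-06), and at 6 months its direction was the opposite of the Reactome set's.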

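At 6 months the IL6-JAK-STAT3 list had an NES of -0.86 (adjusted p = 1), with 32 of its 61 tested genes lower in SGP, and its direction changed when genes with low counts were kept, to 1.21. The change of the genotype effect between the ages had an NES of -2.15 (adjusted p = 0.000205), with 50 of 64 genes more negative at 14 months. At 14 months the members with the largest moderated t were Cxcl1, Hmox1, Il1r1 and Csf2rb. Cxcl1 stood at 757 ± 482 normalized counts in WT and 40.5 ± 29.1 in SGP (SD, n = 2), a log2 fold change of -4.23 (standard error 0.54, limma adjusted p = 0.0551). It had 1129 and 491 reads in these WT libraries, 55 and 19 in SGP, and 14 to 57 in the libraries of 6 months. Hmox1 stood at 127 ± 19 in WT and 48.1 ± 2.64 in SGP (log2 fold change -1.38, standard error 0.22, limma adjusted p = 0.0889). Il1r1 and Csf2rb had log2 fold changes of -1.97 and -1.35 (limma adjusted p = 0.168 and 0.23). At 6 months Myd88, Jun, Pim1 and Cxcl13 came first, with log2 fold changes of -0.83, -0.54, -0.43 and -0.60 and limma adjusted p of 0.692, 0.778, 0.878 and 0.916. Stat3 itself had a log2 fold change of -0.15 at 6 months (limma adjusted p = 0.938) and -0.80 at 14 months (limma adjusted p = 0.384), and Il6ra of -0.33 (limma adjusted p = 0.917) and -0.88 (limma adjusted p = 0.447). In the mean over the genes of the list, both SGP libraries lay below both WT libraries at 14 months, by 0.49 on the log2 scale (exact permutation test, two-sided p = 0.33). At 6 months the genotypes overlapped (exact permutation test, two-sided p = 0.70). With reads scaled to a common total, the mean log2 value of the list at 14 months was 2.91 and 2.97 in WT and 2.57 and 2.45 in SGP. In the libraries of 6 months it lay between 2.39 and 2.59. The SGP libraries of 14 months thus lay within the range of 6 months and the WT libraries above it. This is a description and was not tested.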

## Figure S7

**A**

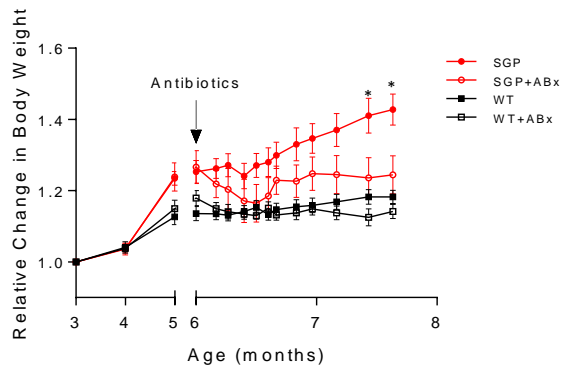

**B**

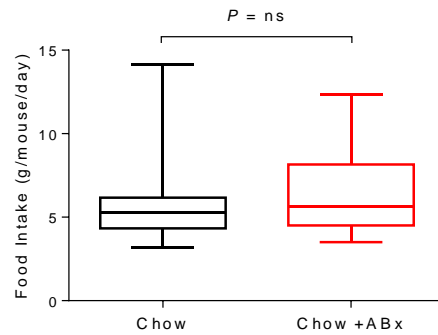

**Figure S7 (Related to Figure 6). Antibiotic treatment reverses the mature-onset weight gain induced by IL-6 trans-signaling blockade without affecting food-intake.** A) Relative body weight changes in SGP and WT littermates and B) Food intake by SGP mice administered a normal chow diet with or without antibiotics (ABx) in the drinking water, (n=6-8). Body weight change were calculated for each mouse relative to its weight at 3 months. Data are mean  $\pm$  SEM. \* $P < .05$  by two-way ANOVA (A) and  $P = ns$  by Student's t-test (B).

# Figure S8

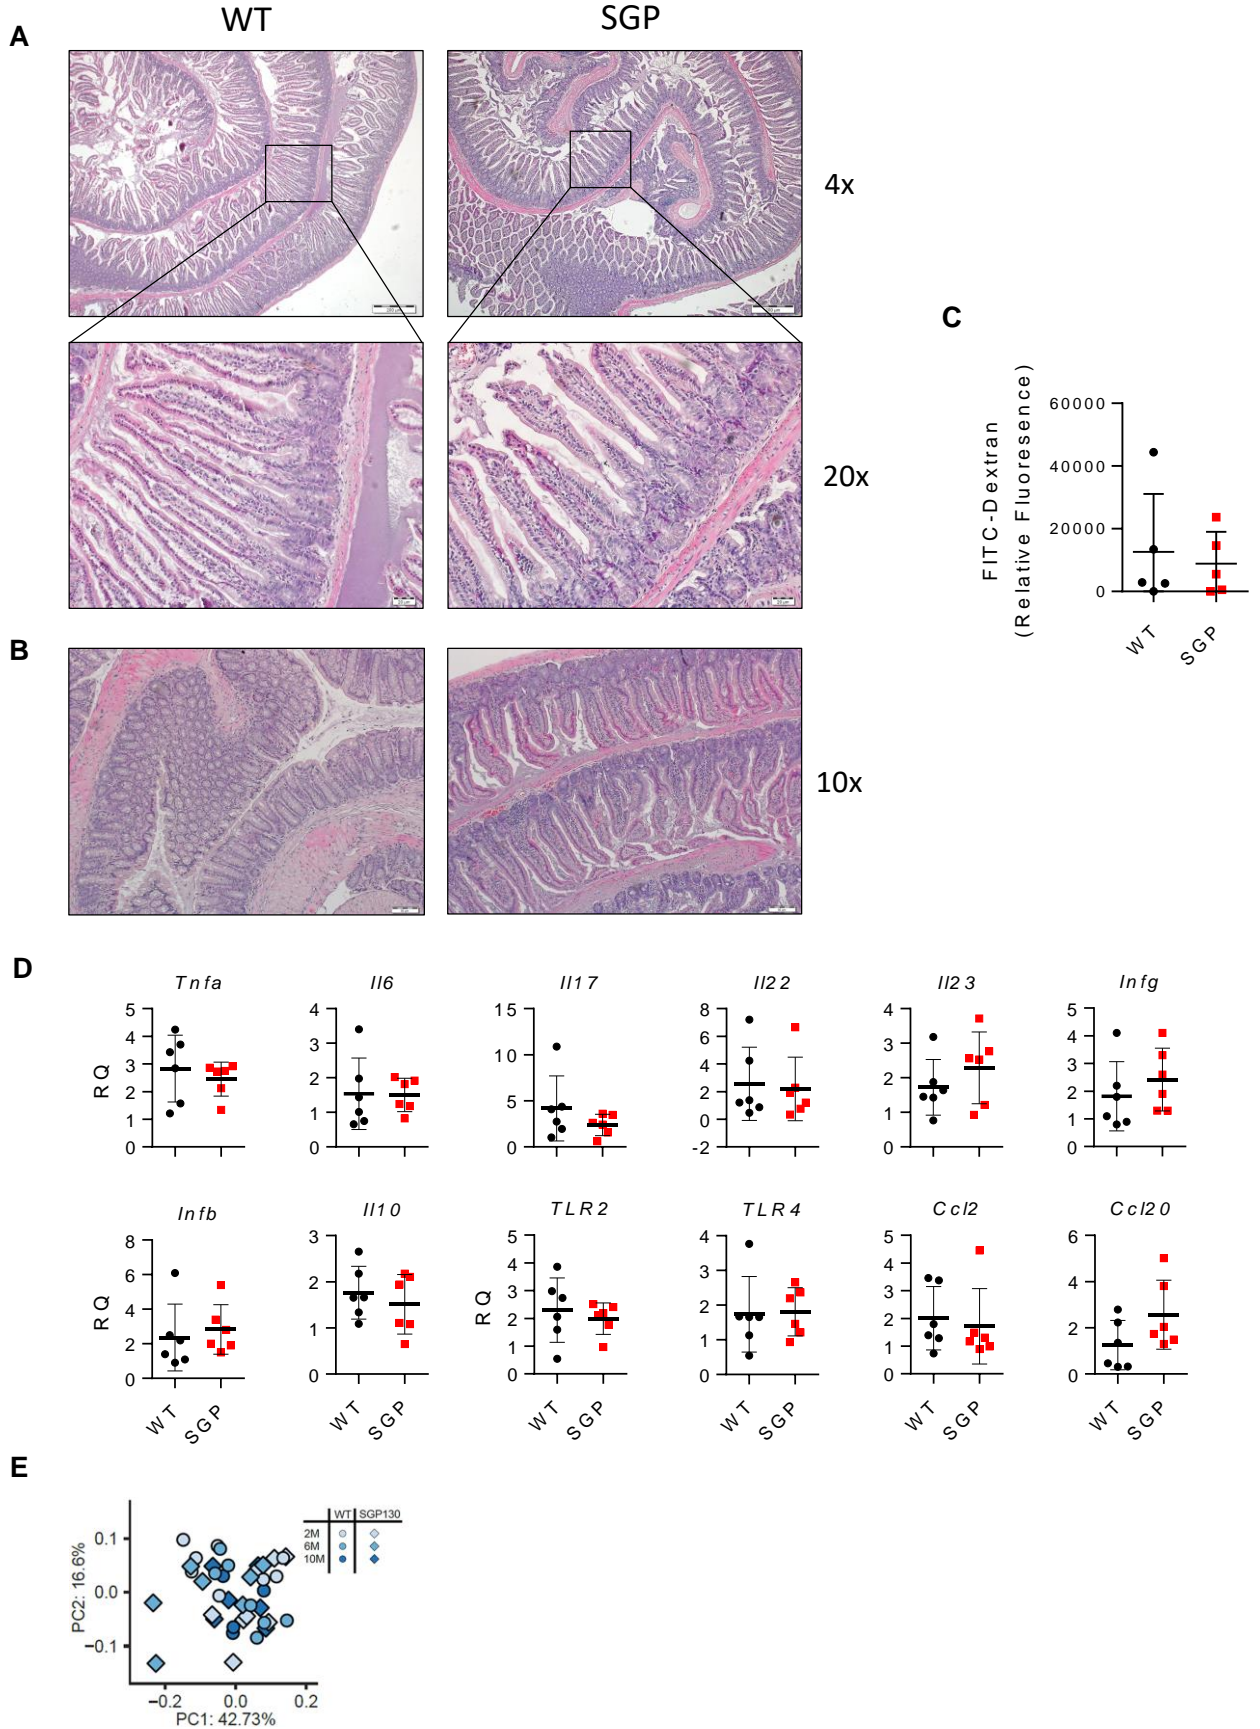

## Figure S8 (continued)

**Figure S8 (Related to Figure 6). IL-6 trans-signaling does not affect gut permeability, inflammation, or microbiome composition.**

- (A) Photographic images showing H&E of small intestinal samples from 14-month old SGP and WT littermates. Scale bars, 200 $\mu$ m (top) and 20 $\mu$ m (bottom).
- (B) Photographic images showing H&E of large intestinal samples from 14-month old SGP and WT littermates. Scale bars, 50 $\mu$ m.
- (C) Intestinal permeability indicated by serum levels of gavage-administered FITC-dextran in 10 month old mice, (n=5).
- (D) Inflammatory cytokines and immune associated mRNA expression in intestinal tissue assessed by RT-qPCR.
- (E) PCA analysis of taxonomic composition based on 16S ribosomal RNA gene sequencing of the fecal microbiome in WT and SGP mice aged 2, 6 and 10 months of age.

Data are represented as mean  $\pm$  SD.  $P$  = ns by two-tailed, Mann-Whitney test.

**Table S1:** *P*-values are shown for permutational analysis of variance (PERMANOVA) with Bonferroni correction for multiple testing

|                 | <i>Jaccard</i> |         |        | <i>Bray-Curtis</i> |         |        |
|-----------------|----------------|---------|--------|--------------------|---------|--------|
| <b>facility</b> | Jerusalem      | Hamburg | Kiel   | Jerusalem          | Hamburg | Kiel   |
| Jerusalem       |                | 0.0003  | 0.0003 |                    | 0.0003  | 0.0942 |
| Hamburg         | 0.0003         |         | 0.0003 | 0.0003             |         | 0.0003 |
| Kiel            | 0.0003         | 0.0003  |        | 0.0942             | 0.0003  |        |

# Supplementary material for: Blockade of Interleukin-6 Trans-signaling in the Presence of Certain Gut Microbiota Induces Mature-onset Obesity in Mice
**Source:** Gastro Hep Adv. 2025 Sep 29;5(2):100819. doi: 10.1016/j.gastha.2025.100819
**Supplement:** Supplemental Information

## SUPPLEMENTAL INFORMATION

### Supplemental Materials and Methods

#### Genetic mouse models

Sgp130Fc<sup>+/+</sup> (C57BL/6N) mice <sup>1</sup> were crossed with WT (C57BL/6J) mice purchased from Harlan Laboratories (Jerusalem, Israel) to generate heterozygous sgp130Fc<sup>+/-</sup> mice. Heterozygous sgp130Fc<sup>+/-</sup> mice were then crossed in order to generate sgp130Tg (sgp130Fc<sup>+/+</sup>) mice and wild type (WT) (sgp130Fc<sup>-/-</sup>) littermates. Homozygosity of the sgp130Fc<sup>+/+</sup> and sgp130Fc<sup>-/-</sup> (WT) alleles was determined by ELISA for soluble sg130Fc protein levels in the serum using anti-human sgp130 ELISA (R&D, cat.no. DY228) (Figure S1A). Male mice were used in all experiments. The primary phenotype (Figure 1) was observed in four independent experiments in male littermates, and once in both male and female non-littermates mice.

#### MRI Analysis

*In vivo* MRI analysis was performed in a blinded fashion using the M2 (Aspect Ltd, Israel), a compact, high-performance MRI system, equipped with a 35-mm mouse whole-body coil <sup>2</sup>. For *in vivo* MRI imaging, mice were maintained in an anesthetized state with 2% isoflurane and placed on a specially designed heated bed where physiological signals were monitored throughout the experiment to ensure the animals' wellbeing. MRI acquisition parameters include spin echo with slice thickness = 1 mm, repetition time = 450 ms, echo time = 11.5 ms, field of view = 70 mm, matrix = 256 X 256, and acquisition time = 3.5 min. Fat content was analyzed using Analyze 7.0 (Analyze Direct, USA) software.

#### Metabolic cage analysis

Mice were metabolically assessed in a blinded analysis by using the Promethion High-Definition Behavioral Phenotyping System (Sable Instruments, Inc., Las Vegas, NV, USA) as described previously <sup>3</sup>. Briefly, mice with free access to food and water were subjected to a standard 12 h light/12 h dark cycle, which consisted of a 48 h acclimation period followed by 24 h of sampling. Respiratory gases were measured by using the GA-3 gas analyzer using a pull-mode, negative-pressure system. Airflow was measured and controlled by FR-8, with a set flow rate of 2000 mL/min. Water vapor was continuously measured and its dilution effect on O<sub>2</sub> and CO<sub>2</sub> was mathematically compensated. The EE ANCOVA analysis done for this work was provided by the NIDDK Mouse Metabolic Phenotyping Centers (MMPC, [www.mmpc.org](http://www.mmpc.org)) using their Energy Expenditure Analysis page (<http://www.mmpc.org/shared/regression.aspx>) and supported by grants DK076169 and DK115255. Ambulatory activity and position were monitored

simultaneously with the collection of the calorimetry data using XYZ beam arrays with a beam spacing of 0.25 cm.

### **Food intake**

Food intake during antibiotics treatment was assessed by measurement of pre-weighed food pellets remaining after a 24-hour period. The average daily food-intake per mouse was defined as the daily average food consumption per cage measured over a two-week assessment period and divided by the number of mice per cage.

### **Glucose and insulin tolerance tests**

Glucose tolerance (GTT) and insulin tolerance (ITT) tests were performed 2 weeks apart on fasted mice. For GTT analysis, mice received an intraperitoneal (IP) injection of dextrose (Merck) at a dosage of 1.5g/kg. Glucose levels were measured at 10, 20, 30, 40, 60, 90, and 120 minutes post-dextrose injection. ITT analysis was performed in mice by IP injection of human insulin (Actrapid) at a dosage of 0.87units/kg followed by the assessment of blood glucose levels every 20 minutes for 2 hours. Blood glucose levels were assessed using an Accu-Chek<sup>®</sup> blood glucometer and glucose test strips.

### **Insulin secretion**

Insulin was measured in plasma samples collected from mice following overnight fasting, and 15 minutes following administration by gavage of a liquid meal consisting of Ensure Plus<sup>®</sup> supplemented with 24% (w/v) dextrose at a dextrose dosage of 2g/kg body weight. Blood samples were collected in EDTA-coated tubes (MiniCollect, Greiner Bio-one) containing protease inhibitor cocktail (Calbiochem) according to the manufacturer's instructions. Plasma samples were stored at -80° C and analyzed for insulin by Multiplex ELISA (Milliplex mouse metabolic bead panel, Millipore).

### **Analysis of insulin signaling in peripheral tissues**

Sgp130Fc and WT littermates were fasted overnight and then sacrificed 10 minutes following injection of saline or human insulin (Actrapid) (1unit/kg, i.p.). Liver, muscle, and adipose tissue samples were snap-frozen in liquid nitrogen and stored at -80° C for protein extraction and western blot analysis.

### **Western blot analysis**

Protein extracts were prepared from frozen tissue (~50 mg) by homogenization in lysis buffer (1% NP-40, 10 mM Tris pH 7.8, 150 mM NaCl, 40 mM EDTA, 10 mM Na-Pyrophosphate, 10 mM

NaF, 1mM PMSF, 4 mM Orthovanadate, cOmplete™, Mini Protease Inhibitor Cocktail (Merck, 11836153001), separated by polyacrylamide gel electrophoresis and subjected to Western blot analysis. For analysis of phosphorylated ribosomal protein S6 (p-S6), western blots were probed with an antibody against p-S6 ribosomal protein (Ser240/244, Cell Signaling, D68F8) followed by HRP-conjugated anti-rabbit antibody (Dako). For analysis of phosphorylated STAT3, blots were probed with anti-phosphorylated STAT3 (Santa Cruz, sc-8059), followed by HRP-conjugated anti-mouse antibody (Dako). Western blots were developed with EZ-ECL kit (Biological Industries). Blots were stripped with 0.1 M glycine pH 2.2 and re-probed with a mouse anti- $\beta$ -actin antibody (Sigma, A 5316) as a loading control liver and adipose tissues, or with a rabbit anti-Lamin B1 antibody (Novusbio, NBP1-42594) as a loading control for muscle tissue. Quantification of band intensities was performed using ImageJ software.

### **Histology and Immunohistochemical staining**

Livers, adipose, and intestinal samples were placed in 4% buffered formaldehyde for 24 hours, followed by 80% ethanol and then embedded in paraffin blocks. Tissue sections (5  $\mu$ m) were deparaffinized with xylene, and hydrated through graded ethanol and stained for H&E by standard procedures. Adipocyte cell size was quantified from H&E stained thin sections using ImageJ software. Macrophages were stained using rat anti-mouse F4/80 antigen (Serotec), followed by anti-Rat HRP (Histofine) and developed with a DAB kit (Zymed). Oil red O (ORO) (Sigma) staining was performed on liver frozen sections (10 $\mu$ m) fixed in 0.5% Glutaraldehyde (Sigma) and counterstained with hematoxylin (Emmonya Biotech). Images of stained sections were quantified as percentage area stained positively per high power field was quantified using ImageJ software (ImageJ, RRID: SCR\_003070) in 5-10 random fields per sample.

### **Gene Expression analysis**

RNA was prepared from frozen liver samples (~50 mg) by homogenization in Trizol Reagent (Ambion) using a high-speed homogenizer (TissueLyser, Qiagen). Complementary DNA (cDNA) was synthesized from total RNA using the Quanta Biosciences qScript cDNA Synthesis Kit for mRNA, or the Quanta Biosciences qScript microRNA cDNA Synthesis Kit for miRs. RNAseq analysis was performed by the Technion Genome Center of the Israeli Institute of Technology (“Technion”, Haifa, Israel) using CEL-Seq sample preparation protocol and sequenced on an Illumina HiSeq 2500 device. 

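Replicate libraries of one genotype and age were compared by a chi-square test of their recovered reads. The chi-square per degree of freedom lay between 5.91 and 11.8 over the pairs of libraries at 6 months, and was 23.4 for the WT pair and 11.9 for the SGP pair at 14 months, all above sampling noise, so no pair looked like a repeat deposit of the same library. Across genes, the log2 values of replicates correlated with Pearson's r between 0.977 and 0.984. These are correlations across genes, which are not independent replicates.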

RNAseq analysis was performed on mice aged 6 and 14 months (n=3) for both WT and SGP genotype. 

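In a principal component analysis of the 4 libraries of 14 months that were analysed here, the first component carried 43.5% of the variance and placed the WT libraries at 39.1 and 19.4 and the SGP libraries at -44.1 and -14.4. At 6 months the first component carried 25.1% of the variance and set WT at 4.5, 20.5 and -26.5 against SGP at 23.7, 10.3 and -32.6. The lowest values were those of the libraries with 21047 and 21021 genes detected, 1 of each genotype. Libraries other than these 10 were not analysed here.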

One sample each from the WT and SGP mice at 14 months appeared as outliers in the PCA analysis and were therefore excluded from further analysis, based on the recommendation of the bioinformatician. Gene expression levels were quantified by qPCR

using a Quanta Biosciences SYBR Green PCR Kit with the following primer sets and normalized to *Hprt* for mRNAs and *Rnu6* for miRs. 

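Gene sets with 10 to 500 tested genes were ranked with a weight of 1, and p-values were adjusted over all sets of an age. Of 1457 Reactome sets read, 94.9% of the members were matched to the tables' genes through Entrez identifiers. Of the lists compiled by hand, 199 of 200 genes for adipogenesis and 87 of 87 for IL6-JAK-STAT3 signaling were matched. An unweighted ranking gave an NES of 4.02 for adipogenesis at 6 months and 4.23 for xenobiotic metabolism at 14 months.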

Gene set enrichment analysis (GSEA) was performed as described in Subramanian, *et.al.* <sup>4</sup>.

Quantitative PCR (qPCR) of mRNA was performed using PerfeCTa SYBR Green FastMix ROX (#95073) (Quanta BioSciences Inc., Gaithersburg, MD, USA). Target mRNAs were normalized to *Hprt*. qPCR assays were performed in triplicate using an AB 7900 HT fast Real-Time PCR system (Applied Biosystems, Foster City, CA, USA) or CFX384 TM Real-Time System with C1000 Touch Thermal Cycle (BioRad, Hercules, CA, USA). The primers used for qPCR are:

| Gene         | Sense                   | Anti-Sense              |
|--------------|-------------------------|-------------------------|
| <i>Ccl2</i>  | aagccagctctctctctcca    | gcgttaactgcctctggctga   |
| <i>Ccl20</i> | ttgctttggcatgggtactg    | tcggccatctgtcttgtaa     |
| <i>Cd11b</i> | gggaggacaaaaactgcctca   | acaactaggatcttcgcagcat  |
| <i>Cd68</i>  | tgtctgatcttgctaggaccg   | gagagtaacggcctttttgtga  |
| <i>F4/80</i> | ccccagtgtccttacagagt    | gtgcccagagtggatgtct     |
| <i>Hprt</i>  | gcgatgatgaaccaggttatga  | atctcgagcaagtcttcagtct  |
| <i>IL-6</i>  | agttgccttcttgggactg     | cagaattgccattgcacaa     |
| <i>IL-10</i> | ggttgccaagccttatcgga    | acctgctccactgccttgc     |
| <i>IL-17</i> | ggaaagctggaccaccaca     | cacaccaccagcatctctc     |
| <i>IL-22</i> | tccgaggagtcagtgtctaaa   | agaacgtcttcagggtgaa     |
| <i>IL-23</i> | aataatgtgccccgtatccagt  | gctcccccttgaagatgtcag   |
| <i>Infb</i>  | tccgagcagagatcttcaggaa  | tgcaaccaccactcattctgag  |
| <i>Infg</i>  | agaggatggttgcatctgggtca | acaacgctatgcagctgttcgtg |
| <i>Tlr4</i>  | ttcagaacttcagtggctgg    | tgtagtccagagaaactctctg  |
| <i>Tlr2</i>  | acaactaccgaaacctcagac   | cacacacccagaagcatcacatg |
| <i>Tnfa</i>  | gaaaagcaagcagccaacca    | cggatcatgctttctgtgctc   |

## Flow Cytometry

FACS analysis was performed on cells freshly isolated from white adipose tissue (WAT) or liver tissue samples from mice anesthetized with ketamine/xylazine following perfusion with PBS essentially as described <sup>5</sup> and digested with Liberase<sup>®</sup> (Roche). For isolation of the stromal vascular fraction from WAT, Liberase digestion of adipose tissue was followed by incubation for 10 minutes with 10mM EDTA, passage through a 100µm filter, and centrifugation. For hepatic tissue, Liberase digestion was followed by 70µm filtration, and centrifugation through a gradient of percoll (GE Healthcare Bio-Sciences) to separate immune cells from parenchymal cells. Following centrifugation, cells were suspended in a red blood cell lysis solution (0.155 M NH<sub>4</sub>Cl, 0.01 M KHCO<sub>3</sub>, 0.01 mM EDTA; pH 7.4) for 1 minute, followed by centrifugation and reconstitution in PBS. Fluorochrome-conjugated antibodies against the following antigens were used: anti-mouse-F4/80-PE (eBioscience), anti-mouse integrin αM-FITC (R&D), and anti-mouse cd45-PC5.5A (eBioscience).

## SWATH-MS Proteomics

A detailed step-by-step protocol has been published for the sample preparation <sup>6</sup>. Around 30 mg of tissue from each of the 30 liver samples was manually homogenized. Proteins were extracted in 750 µL of RIPA-M buffer and then the cell pellet was lysed in 8M of urea. Both fractions were combined and quantified, then 100 µg of protein was aliquoted and precipitated in 6 volumes of 100% acetone overnight at -20°C. After centrifugation, the precipitate was resuspended in 8M urea, reduced with 12 mM dithiothreitol, and alkylated with 40 mM iodoacetamide. Samples were diluted to 1.5M urea using 0.1M ammonium bicarbonate and digested for 20 h using modified porcine trypsin at 37°C in a shaking block. The full digested samples were cleaned with C18 MACROSpin tubes (Nest Group), typically yielding around 30 – 50 µg of final cleaned peptide. For injection, 1.0 µg of each sample was loaded onto a PicoFrit emitter on an Eksigent LC system coupled to an AB Sciex 5600+ TripleTOF mass spectrometer. Data were acquired in SWATH data-independent acquisition mode (DIA) <sup>7</sup> (with 64 variable windows in a 120 minute gradient. For the sample analysis, a recent review also provides more detail on the full DIA pipeline <sup>8</sup>. In brief, the raw .wiff files were converted to mzXML using Proteowizard v2.0.1905 before being run through the OpenSWATH pipeline v2.0 <sup>9</sup>. The library used was taken from our prior mouse library <sup>10</sup>. This library contains 54511 peptides corresponding to 7106 unique protein groups. The output mzXML files for the OpenSWATH pipeline using the msproteomicstools v0.5.0 package available on GitHub. Scoring and filtering were done by PyProphet at 1% peptide FDR, followed by cross-run

alignment with TRIC using a max retention time difference of 60 seconds and a target 1% FDR, 21927 unique peptides were identified and quantified, corresponding to 2835 unique protein groups. All data were quantile normalized in R using the base “qnorm” function.

### **Taxonomic Microbiota Analysis**

Frozen fecal samples were processed for DNA isolation using the MoBio PowerSoil kit (Quiagen) according to the manufacturer’s instructions. For analysis of fecal microbiome from mice colonies maintained in the Jerusalem, the 16S rRNA gene PCR amplification, 1 ng of the purified fecal DNA was used for PCR amplification. Amplicons spanning the variable region V3/4 of the 16S rRNA gene were generated by using the following primers: Fwd 5’-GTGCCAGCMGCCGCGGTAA-3’, Rev 5’-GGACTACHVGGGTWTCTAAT-3’. The reactions were subsequently pooled and cleaned (PCR clean kit, Promega), and the PCR products were then sequenced on an Illumina MiSeq with 500 bp paired-end reads. The reads were then processed using the QIIME analysis pipeline. In brief, fasta quality files and a mapping file indicating the barcode sequence corresponding to each sample were used as inputs, reads were split by samples according to the barcode, taxonomical classification was performed using the RDP-classifier, and an OTU table was created. Closed- reference OTU mapping was employed using the Greengenes database. Rarefaction was used to exclude samples with insufficient count of reads per sample. Sequences sharing 97% nucleotide sequence identity in the 16S region were binned into operational taxonomic units (97% ID OTUs).

For analysis of fecal microbiome from mice colonies maintained in the Kiel and Hamburg facilities, extracted genomic DNA was used to amplify the 16S rRNA gene specific variable region V<sub>3-4</sub>. Success of 16 S rRNA gene amplification performance was confirmed by running an aliquot of PCR product on a 2% agarose gel. The amplicon quantities were normalized using the SequalPrep™ Normalization Plate Kit (Invitrogen), amplicons were pooled to make a library and sequenced using the MiSeq Reagent Kit v3 (Illumina) at Institute of Clinical Molecular Biology, Kiel, Germany.

Analysis of sequence reads was performed using an in-house shell script pipeline based on standard procedures for 16S rRNA gene sequence data <sup>11</sup>. In brief, the multiplex identifiers (MID) and 16S rRNA gene specific amplification primer sequences were removed prior to further sequence analysis. Subsequently, quality-control of sequence reads were performed as defined in Miseq SOP pipeline. Furthermore, sequences were aligned against mothur curated SILVA reference database in Mothur <sup>12</sup>. Sequence reads not aligned against 16S rRNA gene V3–V4 (Kiel

data sets) or V4 regions only (Jerusalem data sets) were removed from subsequent analysis. Chimeric sequences were detected by the chimera Vsearch algorithm and were also removed. In the first step, sequences were classified (threshold 80%) phylogenetically using mothur formatted greengenes (gg\_13\_8\_99) training sets and eliminated if classified as unknown, archaea, eukaryotes, chloroplast, or mitochondria. Subsequently, reference-based (green genes) operational taxonomical units (OTUs) picking approach was implemented to cluster sequences with same phylogenetic affiliations into a phylotype at genus and phyla level (label = 1). Alpha diversity indices were calculated by Mothur. Further  $\beta$ -diversity estimates and Non-parametric permutational multivariate analysis of variance (NPMANOVA) was performed in PAST<sup>13</sup> for ascertaining the significance of clustering in sampling groups for  $\beta$ -diversity.

### **Intestinal permeability assay**

Sgp130Fc mice and WT littermates aged 10 months were fasted for 5 hours during the light cycle. Mice were injected by oral gavage with 300ul FITC dextran at a concentration of 47mg/ml FITC-dextran (Sigma, Cat# 46944-500MG-F), followed by tail blood collection (~50  $\mu$ l) at 4 hours-post gavage, into anti-coagulant-containing tubes (38 mM citric acid, 107 mM sodium citrate, 136 mM dextrose; 15% of collected blood weight). Bloods were kept away from light, on ice, centrifuged at 5,000 rpm for 10 minutes, and plasma supernatant was saved at -80°C. Plasma samples were diluted 1:5 in 1x PBS to give a total volume of 100  $\mu$ l and transferred to a black opaque-bottom 96-well plate including a PBS blank. Relative fluorescence units were measured by a spectrophotometer at 530 nm with excitation at 485 nm. Permeability is expressed as relative fluorescence units following subtraction of PBS blank fluorescence value from all test samples.

### **References**

- 1 Rabe B, Chalaris A, May U, et al. Transgenic blockade of interleukin 6 transsignaling abrogates inflammation. *Blood* 2008;111:1021-8.
- 2 Tempel-Brami C, Schiffenbauer YS, Nyska A, et al. Practical Applications of in Vivo and ex Vivo MRI in Toxicologic Pathology Using a Novel High-performance Compact MRI System. *Toxicol Pathol* 2015;43:633-50.
- 3 Udi S, Hinden L, Earley B, et al. Proximal Tubular Cannabinoid-1 Receptor Regulates Obesity-Induced CKD. *J Am Soc Nephrol* 2017;28:3518-32.
- 4 Subramanian A, Tamayo P, Mootha VK, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 2005;102:15545-50.
- 5 Cho KW, Morris DL, Lumeng CN. Flow cytometry analyses of adipose tissue macrophages. *Methods Enzymol* 2014;537:297-314.

- 6 Wu Y, Williams EG, Aebersold R. Application of SWATH Proteomics to Mouse Biology. *Curr Protoc Mouse Biol* 2017;7:130-43.
- 7 Gillet LC, Navarro P, Tate S, et al. Targeted data extraction of the MS/MS spectra generated by data-independent acquisition: a new concept for consistent and accurate proteome analysis. *Mol Cell Proteomics* 2012;11:O111 016717.
- 8 Ludwig C, Gillet L, Rosenberger G, et al. Data-independent acquisition-based SWATH-MS for quantitative proteomics: a tutorial. *Mol Syst Biol* 2018;14:e8126.
- 9 Rost HL, Rosenberger G, Navarro P, et al. OpenSWATH enables automated, targeted analysis of data-independent acquisition MS data. *Nat Biotechnol* 2014;32:219-23.
- 10 Williams EG, Wu Y, Wolski W, et al. Quantifying and Localizing the Mitochondrial Proteome Across Five Tissues in A Mouse Population. *Mol Cell Proteomics* 2018;17:1766-77.
- 11 Kozich JJ, Westcott SL, Baxter NT, et al. Development of a dual-index sequencing strategy and curation pipeline for analyzing amplicon sequence data on the MiSeq Illumina sequencing platform. *Appl Environ Microbiol* 2013;79:5112-20.
- 12 Schloss PD, Westcott SL, Ryabin T, et al. Introducing mothur: open-source, platform-independent, community-supported software for describing and comparing microbial communities. *Appl Environ Microbiol* 2009;75:7537-41.
- 13 Hammer O, Harper DAT, Ryan PD. PAST: Paleontological statistics software package for education and data analysis. *Palaeontol Electron* 2001;4:9.

How the deposited data were processed for this re-analysis (not part of the article)

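Liver RNA of male WT and SGP mice was profiled by CEL-Seq at 6 months (3 libraries per genotype) and 14 months (2 libraries per genotype). The paper leaves out 1 WT and 1 SGP library of 14 months as outliers in a principal component analysis, and these are not analysed here. The authors sequenced the 3' ends of transcripts on an Illumina HiSeq instrument, counted reads on genes, divided each library by a size factor and deposited the resulting signal, called normalized counts, in a table for each age. The aligner, the counting tool, the use of the molecular identifiers and the normalization tool are not named in the paper's text. No column of per-sample values in the tables was left unused. Positions are on GRCm38 as the deposited tables give them. They equal GENCODE M21 for 33774 genes and are longer by 300 bases at the 3' end for 19418.

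In each library 100% of the non-zero values of the deposited signal were whole multiples of the value of 1 read, which lay between 0.7736 and 1.1277, so the reads were recovered and the depth is known. For 1 SGP library of 6 months this value, 1.0065, is so near 1 that it was read from its higher values. Library totals and the share of reads in the largest genes were computed from these reads. A gene with 3 reads or fewer in a library was treated as at the floor of detection. Intervals from counts would cover counting error only, since it is not known whether the molecular identifiers were used.

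Each age was tested alone, because the tables were normalized separately. The main test was limma 3.58.1 in R 4.3.3, with a variance trend, on log2(normalized count + 1) for genes with a mean of at least 5 normalized counts, and Benjamini-Hochberg adjusted p-values under 0.05 were taken as past the threshold. Gene sets of 10 to 500 tested genes were tested with fgsea 1.28.0 on the moderated t with weight 1 and random seed 42, adjusted over all sets. The Hallmark sets the paper used were not used here. Reactome sets from the fgsea package took their place, with lists compiled by hand from memory for adipogenesis and IL6-JAK-STAT3 signaling, which can differ from the published sets. The change of the genotype effect with age was tested with the interaction term of age and genotype over both tables, in which the age term absorbs any scaling between the tables. As added checks, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads, and edgeR called 8 genes at 6 months and 3 at 14 months. With 3 against 3 libraries an exact permutation test cannot go below 0.10, and with 2 against 2 not below 0.33.

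The tests were checked on simulated counts with 200 changed genes. The changes put in were larger than those of most genes named here. The shares recovered therefore do not measure the power for smaller changes. At 6 months, over 10882 genes, 94.5% of these were recovered and 12 unchanged genes were called. At 14 months, over 11180 genes, 91% were recovered and 35 unchanged genes were called, which is 16.1% of the calls and above the nominal share. For the interaction, over 11116 genes, 91% were recovered and 11 unchanged genes were called.

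Genes were named by a rule set before the data were examined. It takes the genes the paper names for liver mRNA or as targets of the transgene, up to 4 members with the largest moderated t in the direction of each named set at each age among those with a mean of at least 20, and up to 5 genes per direction and age past the threshold whose libraries do not overlap between genotypes. Genes outside the rule are named only with the remark that they were chosen after their values were seen. Of the 11 genes of the first kind, 7 were tested at each age, and none was past the threshold when adjusted over these genes alone or over all genes. The smallest adjusted p over these genes alone was 0.557 at 6 months and 0.0606 at 14 months. No sequencing run or lane is given for the libraries, so no relation was recomputed within batches. Alternatives covered the pseudocount, the filter on low values, the scaling, the tool, the ranking and weight of the gene set test, a gene set test that allows for correlation between genes, the source of the sets, and leaving out each library in turn. Gene sets for LPS/IL-1 mediated RXR inhibition, hypoxia and TNF-alpha signaling were not used.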

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

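The tests of library depth for the gene counts at both ages and the test of the genes near Ctse were chosen only after the results they bear on were seen, and the other tests before they were run. All patterns were found and tested on the same libraries.

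The genotype effect differed between 6 and 14 months by the interaction test for several gene sets. For the sets this rests on permutation of genes alone, since camera was not run on the interaction. The NES of the change was 2.09 for xenobiotic metabolism, 2.03 for bile acid metabolism, 2.18 for cholesterol biosynthesis, -2.15 for IL6-JAK-STAT3, -1.67 for interferon gamma signaling, -2.01 for extracellular matrix and -2.9 for a list of 28 liver acute-phase genes. The same test gave a log2 change of 1.68 for Aox3, -4.35 for Hspa1b and -6.60 for Mt2. Aox3, which was chosen after its values were seen, had a log2 fold change of -0.78 at 6 months and 0.90 at 14 months (limma adjusted p = 0.12 and 0.117). The age groups were normalized separately, differ in the number of libraries and were not drawn for other splits, since 2 against 2 libraries allow too few, and no biological explanation of the change with age was tested apart from the patterns below.

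The share of reads on Mup genes, which encode major urinary proteins, moved in opposite directions at the 2 ages. It was 4.87%, 6.27% and 6.76% in WT and 4.27%, 2.20% and 3.34% in SGP at 6 months, a log2 difference of -0.91. At 14 months it was 4.77% and 4.71% in WT and 8.57% and 6.61% in SGP, a log2 difference of 0.67. The difference between the ages was not tested. Against the other non-mitochondrial reads the log2 difference was -0.93 at 6 months and 0.76 at 14 months, but mitochondrial reads varied too little for this check to have changed the direction, so it decides nothing. The share of reads on the 10 largest genes lay between 30.11% and 31.44% in WT and between 30.17% and 31.24% in SGP at 6 months, too close to account for the lower Mup share there. At 14 months it was 26.06% and 29.39% in WT and 30.40% and 32.04% in SGP, which does not decide the matter at this age, since more reads on other genes would lower the Mup share, and any Mup genes among the 10 would only restate its rise. On normalized values 11 of 11 tested Mup genes were lower in SGP at 6 months and 9 of 12 higher at 14 months. Mup genes are near-identical copies whose reads can be split by the counting.

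At 6 months 8 genes that the paper does not discuss were past the threshold, with log2 fold changes of 2.95 for Hamp2, 6.31 for Ctse, 1.48 for Mfsd2a, 0.84 for Pm20d1, -1.04 for Cfhr2, -0.87 for Elovl3, -1.60 for Susd4 and -1.89 for Cyp4a12b. Of the 10 splits of the 6 libraries 1, the real one, gave as many genes. The other 9 gave 0 genes each, with 305 to 722 at an unadjusted p under 0.05 against 671 for the real split. With 3 against 3 the share cannot fall under 0.1, so this test could not have told the count apart from chance. The WT library had more reads in 2 of the 9 pairs of a WT and an SGP library, so depth did not separate the genotypes. With reads drawn down to 3167214 per library 6 genes were past the threshold, all among the 8. Of the 8 genes, 4 lie on chromosome 1 (Ctse, Pm20d1, Cfhr2 and Susd4), which holds 6.2% of the tested genes (exact hypergeometric test, p = 0.0185 after multiplying by the 22 chromosomes). This is consistent with a stretch of chromosome 1 that differs between the genotypes, around the transgene or from a parental strain, although Susd4 lies far from the other 3. For Ctse and Pm20d1, which were higher in SGP at both ages, 18.6% of 59 genes within 5 Mb that had not been seen before had an unadjusted p under 0.05 at either age, against 14.2% of genes elsewhere (Fisher's exact test, p = 0.347), so the neighbourhood gave no sign of such a stretch. The position of the transgene was not used here. The crowding therefore cannot be told apart from such a stretch, while the genes near Ctse gave no support for it.

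The set of eukaryotic translation elongation, mostly ribosomal protein genes, had an NES of -2.38 at 6 months (adjusted p = 3.91e-07), with the smallest p outside the paper's figure together with overlapping sets of translation. After the trend of the test statistic with exon length was removed it was -2.32, and with reads drawn down to 3167214 per library it was -2.09, both past the threshold, so neither length nor depth fully explains it. The adjustment was small, with Spearman's rho of t with length going from -0.085 to -0.003 over genes, and covered 75 of the 80 members. The trend alone would give the set a median t of 0.14, against -0.64 seen, so length points the other way. However, 4 of the 10 splits of the libraries, the real one included, gave as large an absolute NES. Scores of this size thus also arose from splits other than that by genotype. A share of these splits is never under 0.1, so this test could not have told the result apart from chance.

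At 14 months the genes past the threshold were Hspa1b, Mt2 and Igfbp1, with log2 fold changes of -3.71, -5.69 and -4.29. Each lies on another chromosome (exact hypergeometric test, p = 1). Both WT libraries were deeper than both SGP libraries. With reads drawn down to 3332502 per library, 0 of the 3 genes were past the threshold in limma (adjusted p 0.0512 for Hspa1b, 0.136 for Mt2 and 0.198 for Igfbp1), and 3 random draws gave the same count. In the same draw, however, the t of Hspa1b was -14.64 against -14 with all reads, that of Mt2 -11.11 against -11.85 and that of Igfbp1 -9.72 against -10.48, and their log2 fold changes were -3.76, -5.77 and -4.34. What changed was the test's degrees of freedom, from 8.57 to 6.27, in a fit with 28 genes whose equal whole counts left no spread within the genotypes. Because of this, edgeR's quasi-likelihood test, which is made for whole counts, was then run on the same drawn reads, and it called all 3 genes, at adjusted p of 0.0107 for Hspa1b and 0.0222 for Mt2 and Igfbp1. That second test was chosen after the first result was seen. The calls at this age thus depend on the test when depth is equalized, but the differences themselves hardly changed, so depth does not account for them.

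The acute-phase list had the smallest p outside the paper's figure at 14 months, with an NES of -3.07. Its mean log2 CPM (reads scaled to a common total) was 10 and 8.98 in WT and 8.32 and 7.02 in SGP, against 6.97 to 7.52 in the 6 libraries of 6 months, a comparison across separately normalized tables that serves only as description. WT was higher in 4 of 4 pairs of libraries, so the difference did not rest on 1 WT library. With reads drawn down to a common total the NES was -2.83, so depth does not explain it. Other differences between the same libraries remain. Clock genes differed more than genes of like expression (1e-04 of 10000 random lists, the smallest share they can give), so the time of day at sampling is a candidate explanation. Against it as the only one, the clock gene Dbp, chosen after its values were seen, ran from 4.54 to 62 CPM over the libraries of 6 months, about as widely as at 14 months (5.61 to 63 CPM), while the acute-phase mean stayed within the narrow range given above. Macrophage markers were lower in SGP in 13 of 13 genes (permutation test with random lists, p = 2e-04, the smallest a two-sided test of these lists can give), so the share of macrophages is another. Against it as the only one, the SGP library C10 had a mean log2 CPM of the macrophage list of 4.72, within the 4.47 to 4.88 of the libraries of 6 months, and yet a higher acute-phase mean than these, and the WT library C8 had less of the list than C9 (4.99 against 5.66) and a higher acute-phase mean. These comparisons were made after the values were seen. Pancreatic acinar genes also differed (permutation test with random lists, p = 4e-04), higher in SGP, but in 1 SGP library only, C10, while the acute-phase mean was lower in the other, C12, and the adipocyte list did not differ detectably (permutation test with random lists, p = 0.78). RNA of neighbouring tissue therefore does not account for the pattern. Random lists describe these 4 libraries and treat genes as independent. The pattern therefore leaves sampling time and cell composition as possible parts of the cause, while the single libraries speak against either as the only one. In addition, the IL6-JAK-STAT3 result at 14 months was measured in the same libraries.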

How the results depend on the processing

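The alternatives were set before the data were examined, except the term for the number of genes detected, the fits of the interaction that left out a library, and the other source of the set for the interaction, which were chosen after seeing the data. No paired analysis was possible because the libraries of the genotypes share no replicate numbers. An analysis of 6 libraries at 14 months was not run, since the table analysed holds 4, and the Reactome set of IL-6 signaling had fewer than 10 tested genes. Counts of genes and sets are not given for fits that leave 1 library in a group.

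The number of genes at 6 months was 8, and became 14 with a pseudocount of 5, 127 without a filter on low values and 40 with DESeq2, and the 8 genes were among those called in each of these. At 14 months the 3 genes became 52 with DESeq2 and 23 in one fit of both ages, which again held all 3. The lowest counts among the settings that kept all libraries were 6 at 6 months and 2 at 14 months, both with a mean of at least 20, and 6 also with quantile normalization. The 3 genes of the interaction became 7 with a pseudocount of 5. Leaving out each library in turn gave from 2 to 17 genes at 6 months and from 1 to 11 genes for the interaction. The cause was not tested.

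The 45 sets at 6 months became 17 and the 168 at 14 months 83 when genes were ranked by log2 fold change, and both rose without a filter on low values, to 59 at 6 months and to 60 higher and 173 lower in SGP at 14 months. With camera and a correlation of 0.01 between genes 63 sets were past the threshold at 14 months. With camera and estimated correlations 0 sets were past it at either age, and 7 and 9 sets had an unadjusted p under 0.05. In that test the adjusted p was 0.994 for fatty acid metabolism, adipogenesis and xenobiotic metabolism at 6 months. At 14 months it was 0.848 for fatty acid metabolism and adipogenesis and 0.813 for xenobiotic metabolism, bile acid metabolism and IL6-JAK-STAT3. With few libraries these correlations are poorly estimated. With a correlation of 0.01 the adjusted p was 0.208 for xenobiotic metabolism at 6 months, and 0.13 for fatty acid metabolism and 0.115 for adipogenesis at 14 months. Leaving out each library in turn gave from 15 to 52 sets at 6 months.

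Ranking by log2 fold change took fatty acid metabolism to an NES of 1.65 at 6 months and 0.97 at 14 months, and adipogenesis to 1.04 at 14 months, none past the threshold. At 14 months fatty acid metabolism was also not past it with a mean of at least 20 (1.46), with quantile normalization (1.23) and unweighted (2.02). The other source of the set reversed adipogenesis (-1.05 at 6 months and -1.23 at 14 months), bile acid metabolism at 6 months (1.37) and the change of fatty acid metabolism with age (1.08), and left the change of xenobiotic metabolism with age short of the threshold (1.31). IL6-JAK-STAT3 at 6 months reversed without a filter (1.21) and with a mean of at least 20 (0.96), where the change of fatty acid metabolism with age reversed too (0.56). Peroxisome reversed unweighted at 6 months (-1.04) and ranked by log2 fold change at 14 months (-0.49), and Il6st at 6 months with a common total (0.01). The cause was not tested.

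Over the fits that each left out 1 library, the NES at 6 months ran from 1.48 to 1.98 for xenobiotic metabolism, from -1.80 to 1.05 for bile acid metabolism, from -1.21 to 1.11 for IL6-JAK-STAT3 and from -0.87 to 1.56 for peroxisome. At 14 months it ran from -1.03 to 1.95 for fatty acid metabolism, from -0.93 to 1.71 for adipogenesis, from 1.79 to 2.66 for xenobiotic metabolism, from 1.60 to 2.23 for bile acid metabolism and from -2.31 to -1.96 for IL6-JAK-STAT3. For the change with age it ran from -1.45 to 1.29 for fatty acid metabolism, from -1.64 to 1.19 for adipogenesis, from 1.33 to 2.26 for xenobiotic metabolism, from 1.61 to 2.28 for bile acid metabolism from -2.26 to -1.89 for IL6-JAK-STAT3 and from -0.77 to 1.10 for peroxisome. The NES of cholesterol biosynthesis ran from -1.96 to -1.27 at 6 months and from 1.08 to 2.41 at 14 months. That of oxidative phosphorylation ran from 1.29 to 2.37 and from 1.21 to 2.35. At 14 months the NES of extracellular matrix ran from -1.99 to -1.06. That of complement ran from -1.79 to -0.96 and that of the G2/M checkpoint from -1.76 to -0.73 at this age. The log2 fold change at 6 months ran from -0.10 to 0.05 for Il6st and from -0.09 to 0 for Hprt.

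Other splits of the 6 libraries of 6 months, 10 with the real one, gave as large an absolute NES in 1 split for adipogenesis and for xenobiotic metabolism. It was 2 splits for fatty acid metabolism, oxidative phosphorylation, interferon alpha and complement, 3 for the G2/M checkpoint and cholesterol, 6 for peroxisome, interferon gamma and extracellular matrix, and 9 for bile acid metabolism and IL6-JAK-STAT3. As many gene sets were past the threshold in 2 of the splits. A share of these 10 splits is never under 0.1, so this test could not have told any result at 6 months apart from chance. The depth, from 3167214 to 4409900 reads per library, left genes with few reads untested.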

Differences from the paper's values

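The paper's scores were read by eye from its figures. Of 20 NES compared, 19 had the same sign as the paper's, 18 differed by more than the SD of the fits that each left out 1 library, and 19 were smaller in absolute size. A gap is called closed, or a score within the paper's value, when it is within this SD. The SD is not a sampling error. It ran from 0.16 up to 1.29, widest where leaving out a library changed the sign, so unstable scores fall within it most easily. The paper used Hallmark sets, and its ranking is not stated in its text.

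For fatty acid metabolism the NES was 2.14 at 6 months against the paper's about 5.2 in Fig. 5D, read by eye, and 1.60 at 14 months against about 4.5 in Fig. 5D. None of the alternatives set before the data were examined closed either gap. For adipogenesis it was 2.29 against about 5.0 in Fig. 5D at 6 months, a gap that none of these alternatives closed, and 1.66 against about 3.1 in Fig. 5D at 14 months, where no filter on low values (2.14) and the unweighted ranking (2.45) fell within the paper's value. For oxidative phosphorylation it was 2.14 against about 4.8 in Fig. 5D at 6 months and 2.21 against about 4.7 in Fig. 5D at 14 months, and none of the alternatives closed these gaps. The unweighted ranking came nearest for adipogenesis at 6 months (4.02) and for oxidative phosphorylation (3.92 and 3.89).

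For xenobiotic metabolism the NES was 1.87 against about 2.5 in Fig. 5D at 6 months, closed with no filter on low values (2.32), and 2.39 against about 3.7 in Fig. 5D at 14 months. For bile acid metabolism it was -1.12 against about 2.2 in Fig. 5D at 6 months. The list compiled by hand (1.37) and the fit without SGP replicate C6 (1.05) fell within the paper's value. At 14 months it was 1.96 against about 4.4 in Fig. 5D, closed by none. For IL6-JAK-STAT3 at 14 months it was -2.43 against about -3.5 in Fig. 5D. No setting fell within the SD of the paper's value for xenobiotic metabolism or IL6-JAK-STAT3 at 14 months, but the unweighted ranking went past it in both (4.23 and -3.67).

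For interferon gamma the NES was 1.32 against about 2.8 in Fig. 5D at 6 months and -1.60 against about -3.4 in Fig. 5D at 14 months. For interferon alpha at 6 months it was 1.53 against about 2.6 in Fig. 5D, and for peroxisome at 6 months 1.20 against about 2.7 in Fig. 5D. None of the alternatives closed these 4 gaps. At 14 months extracellular matrix, set against epithelial-mesenchymal transition, scored -1.84 against about -2.9 in Fig. 5D, closed by the unweighted ranking (-2.74). Complement scored -1.55 against about -2.8 in Fig. 5D and the G2/M checkpoint -1.53 against about -2.8 in Fig. 5D, both closed by none.

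The paper shows bile acid metabolism, interferon gamma, interferon alpha and peroxisome as enriched at 6 months and interferon gamma, complement and the G2/M checkpoint at 14 months, and here none of these was past the threshold when adjusted over all sets. Adjusted over the 13 sets of the figure and text alone, 12 were past it at 14 months, all except peroxisome. Those sets had been singled out by the paper in the same libraries, so this count adds no independent support. Of the settings run, leaving out SGP replicate C4 called interferon gamma at 6 months (1.93), and the same fit called bile acid metabolism at 6 months in the direction opposite to the paper's (-1.80, adjusted p = 0.0472). Pseudocounts of 0.5 and 5, a mean of at least 20 (-1.82) and quantile normalization (-1.65) called interferon gamma at 14 months. No filter on low values (-1.69) and the unweighted ranking (-2.11) called complement, and the ranking by log2 fold change (-1.68) and the unweighted ranking (-2.07) called the G2/M checkpoint. Past the threshold here, and not shown as enriched by the paper, were complement at 6 months (-2.10) and cholesterol at 14 months (2.20). The paper gives a smaller false discovery rate for adipogenesis and fatty acid metabolism at 14 months than the adjusted p of 0.00233 and 0.039 here.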

Other observations

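No test in this part was chosen only after its result was seen, but the patterns were noticed in the same libraries on which they were tested, and the comparison between ages is a description.

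Transcripts of the pancreas were found in 1 liver library. The mean log2 CPM (reads scaled to a common total) over 15 pancreatic acinar genes was 5.07 in the SGP library C10 of 14 months, and between 0.53 and 1.14 in the other 9 libraries. In the test at 14 months all 13 tested genes of the list were higher in SGP, with a median log2 fold change of 3.30 (adjusted p = 0.0011 over 19 list tests). The list was written before the test. The permutation test with 10000 random lists gave a two-sided p of 4e-04, and RNA of neighbouring pancreas in that library is a candidate explanation. Without this library the NES of fatty acid metabolism at 14 months was 1.30, against 1.60 with it, and that of IL6-JAK-STAT3 was -2.31, against -2.43.

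A hypothesis that sex-biased liver expression shifted in SGP at 6 months arose from the genes with the largest changes. Lists of 14 male-biased and 25 female-biased genes, written from memory without the genes already seen, were then tested. Of the male-biased genes 11 of 13 tested were lower in SGP (median log2 fold change -0.73) and of the female-biased genes 11 of 14 were higher (0.75). The medians of t differed by 3.16, a difference that 1e-04 of 10000 random pairs of lists reached, the smallest share they can give. At 14 months the difference was -0.39 (share 0.63), because both lists were higher in SGP, the male-biased genes in 10 of 14 (adjusted p = 0.0076 over 19 list tests) and the female-biased genes in 8 of 11 (adjusted p = 0.04), so that the male-biased list moved in opposite directions at the 2 ages. RNA of female mice does not explain it, since the SGP libraries of 6 months had at most 2 reads of Xist. At 14 months 1 WT library had 7. Clock genes differed no more than other genes at 6 months (share 0.13). However, 2 of the 10 splits of the libraries, the real one included, gave as large a difference between the lists. A share of these splits is never under 0.1, so this test could not have told the shift apart from chance. The shift remains a hypothesis.

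Of 10765 genes tested at both ages, 109 had an unadjusted p under 0.05 at both, where 59.6 would be expected if the ages were independent. Of these 45 moved in the same direction and 64 in opposite directions, and across genes the log2 fold changes of the 2 ages had a Pearson's r of 0.02. Genes are not independent replicates.

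The paper measured mRNAs of macrophage and inflammatory genes by qPCR. In the RNA-seq libraries Itgam (Cd11b) had a log2 fold change of -0.40 at 6 months and -1.29 at 14 months (limma adjusted p = 0.94 and 0.53), Adgre1 (F4/80) of -0.40 and -1.10 (limma adjusted p = 0.931 and 0.572) and Cd68 of -0.26 and -0.40 (limma adjusted p = 0.925 and 0.777). The reference gene Hprt had -0.06 and -0.20 (limma adjusted p = 0.981 and 0.818). Tlr4, Tnf, Il10 and Il6 were too low to be tested, with at most 6 reads in any library.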
